# p53 suppresses MHC class II presentation by intestinal epithelium to protect against radiation-induced gastrointestinal syndrome

**DOI:** 10.1038/s41467-023-44390-w

**Published:** 2024-01-02

**Authors:** Jianming Wang, Chun-Yuan Chang, Xue Yang, Fan Zhou, Juan Liu, Jill Bargonetti, Lanjing Zhang, Ping Xie, Zhaohui Feng, Wenwei Hu

**Keywords:** Tumour-suppressor proteins, Intestinal stem cells, MHC class II, Cytokines

## Abstract

Radiation-induced gastrointestinal syndrome is a major complication and limiting factor for radiotherapy. Tumor suppressor p53 has a protective role in radiation-induced gastrointestinal toxicity. However, its underlying mechanism remains unclear. Here we report that regulating the IL12-p40/MHC class II signaling pathway is a critical mechanism by which p53 protects against radiation-induced gastrointestinal syndrome. p53 inhibits the expression of inflammatory cytokine IL12-p40, which in turn suppresses the expression of MHC class II on intestinal epithelial cells to suppress T cell activation and inflammation post-irradiation that causes intestinal stem cell damage. Anti-IL12-p40 neutralizing antibody inhibits inflammation and rescues the defects in intestinal epithelial regeneration post-irradiation in p53-deficient mice and prolongs mouse survival. These results uncover that the IL12-p40/MHC class II signaling mediates the essential role of p53 in ensuring intestinal stem cell function and proper immune reaction in response to radiation to protect mucosal epithelium, and suggest a potential therapeutic strategy to protect against radiation-induced gastrointestinal syndrome.

## Abstract (web summary)

Radiation induced gastrointestinal syndrome is a complication of radiotherapy and the tumor suppressor p53 is implicated in protection from gastrointestinal toxicity. Here Wang and colleagues show that p53 protection against radiation-induced gastrointestinal syndrome involves intestinal stem cell function and inhibition of inflammation triggered by radiation via the IL12- p40/MHC-II axis.

## Introduction

Radiotherapy is one of the most commonly used cancer therapies, along with surgery and chemotherapy^1^. Radiotherapy targets rapidly proliferating tumor cells and causes DNA damage in these cells, which limits their proliferation and induces cell death^2^. However, the therapeutic benefit of radiotherapy is often limited primarily due to its high toxicity in normal tissues^3^. Rapidly proliferating cells in normal tissues, especially cells in the hematopoietic system and Lgr5^+^ active intestinal stem cells (ISCs) in the gastrointestinal (GI) tract, are often damaged by radiation^3^. The intestinal epithelium is a dynamic tissue continuously replenished with new cells differentiated from ISCs at the bottom of the intestinal crypts under physiological conditions^2^. Upon injury, ISCs undergo rapid self-renewal and proliferation to maintain the regeneration of the intestinal epithelium^4^. It has been shown that high-dose total body irradiation (TBI) causes the damage of ISCs, leading to the loss of ISCs and impaired function of ISCs, and thus causes severe injury to the GI tract. The severe injury of the GI tract then results in diarrhea, bacterial infection, and malabsorption, which lead to lethality within 10 days post-TBI in mice, a phenomenon known as radiation-induced GI syndrome^3^. Unlike hematopoietic injury that can be rescued by bone marrow (BM) transplantation, radiation-induced GI syndrome is a lethal disorder^5^. There are no effective treatments for radiation-induced GI syndrome so far.

In addition to its routine function in food digestion and nutrient absorption, recent studies have suggested intestinal epithelial cells (IECs) as an important type of antigen-presenting cells (APCs) by expressing major histocompatibility complex (MHC) class II (MHC-II) on the cell surface, which in turn activates T cells^6,7^. The antigen-presenting function of IECs is essential in regulating many pathological processes, such as graft-versus-host disease (GVHD), an allogeneic donor T cell-induced inflammatory disease^7^, microbiota-triggered inflammation^8^, and intestinal tumorigenesis^6^. However, the involvement of MHC-II on IECs in radiation-induced ISC damage and GI syndrome is currently largely unknown.

Tumor suppressor p53 is one of the major regulators mediating the biological response to radiation^9^. Upon irradiation, p53 senses the DNA damage caused by radiation and transcriptionally activates its downstream targets to regulate many important cellular processes, including cell cycle arrest, senescence, and apoptosis, in a highly cell- and tissue-dependent manner^10^. This leads to target-specific outcomes, including growth suppression in tumor cells and toxicity in normal tissues^10^. Intriguingly, in vivo studies have reported dual effects of p53 in different tissues in response to radiation^2,11^. Upon low-dose irradiation, p53 sensitizes the hematopoietic cells to promote the hematopoietic injury, whereas upon high-dose irradiation, p53 functions as a barrier to reduce the GI injury^2,11^. While early studies have suggested a protective role of p53 in radiation-induced GI toxicity, its precise mechanisms are far from clear, which hinders the development of effective strategies to prevent and treat radiation-induced GI toxicity in clinics.

Here, we report a mechanism of p53 in protecting against radiation-induced ISC damage by limiting the antigen-presenting function of IECs to inhibit the inflammation triggered by TBI. p53 reduces the expression of IL12-p40, an inflammatory cytokine, which in turn suppresses the expression of MHC-II on IECs, leading to reduced inflammation and ISC damage post-TBI. The down-regulation of IL12-p40 levels by p53 is through transcriptional induction of a p53 target gene, leukemia inhibitory factor (LIF). In addition to down-regulating IL12-p40 expression, LIF also protects ISCs from T cell-induced damage and promotes the regeneration of ISCs, contributing to the protective effect of p53 on radiation-induced GI syndrome. Administering anti-IL12-p40 neutralizing antibody (aIL12-p40 antibody) or recombinant LIF (rLIF) protein greatly reduces the ISC damage and inflammation in the gut induced by radiation in p53-deficient mice. Results from this study reveal crucial roles and mechanisms of p53 in supporting ISC function and ameliorating inflammation to protect against radiation-induced GI syndrome, highlighting its potential to alleviate GI toxicity when incorporated with radiotherapy.

## Results

### p53 deficiency in mice leads to a more severe GI syndrome with exacerbated ISC damage and inflammatory immune response

Upon exposure to high-dose TBI, the intestinal epithelium of mice undergoes an apoptotic phase within 36 h post-TBI, followed by a rapid regeneration phase mediated by ISCs^2,3^. p53 has been reported to exert a protective effect on radiation-induced GI syndrome^2,11,12^. Consistent with previous reports^11,12^, while p53^+/+^ mice subjected to 12 Gy TBI had a median lifespan of 9 days due to the GI syndrome, p53^−/−^ mice had a significantly reduced lifespan, with a median lifespan of 5 days (Fig. 1a). 

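The SI of 2 p53+/+ mice and 2 p53-/- mice was collected at 1 day post 12 Gy TBI, and the authors deposited the number of reads counted on each gene, without normalization. The total was 17430246 and 15005479 counts in the p53+/+ libraries and 22173164 and 19811346 in the p53-/- libraries. The columns of the deposited table carry the numbers 7 and 8 for p53+/+ and 9 and 10 for p53-/-, which are used here as names of the libraries and pair no animals. The paper states that sequencing and analysis were performed by Novogene, and its text does not name the aligner or the genome build. Its statistics section and the legend of Fig. 7 give two-tailed Student's t-tests with Bonferroni correction, without naming the tool used on the RNA-seq counts. Of 56748 genes listed, 16094 had enough counts to be tested with edgeR's quasi-likelihood test after TMM normalization, which scales the libraries to each other. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Levels are given as CPM, counts scaled to a common library size after this normalization, as mean ± SD of the 2 libraries of a genotype. The spread was estimated from 2 animals per genotype. The number of genes past the threshold moved most with no filter on low counts, where the same test gave 1433 higher and 761 lower genes, and DESeq2 in place of edgeR gave 813 and 563. The 2 libraries of a genotype differed by more than sampling noise, with a chi-square per degree of freedom of 50.8 for p53+/+ and 78.5 for p53-/-. Separate preparations from 1 animal could also exceed sampling noise, so these values cannot show that the animals were separate. The libraries were counted as separate samples because the paper states that its data points are biological replicates.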

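Trp53 (ENSMUSG00000059552) itself was at 57.7 and 47.1 CPM in the p53+/+ libraries and at 19.8 and 22.5 CPM in the p53-/- libraries. The log2 fold change was -1.31 (standard error 0.188, adjusted p = 0.0602 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 4.30e-05 with DESeq2. Standard errors here are the log2 fold change, without its sign, divided by the square root of the test's F statistic. Counts per gene do not show which part of the gene the reads came from, so these levels do not measure intact Trp53 transcript. In the p53-/- SI, 48 genes were higher and 31 were lower past the threshold, and 2892 genes had an unadjusted p under 0.05. Among protein-coding genes, the largest rise was that of Plet1, from 0.351 ± 0.146 to 205 ± 41.9 CPM (SD, n = 2), a log2 fold change of 9.17 (adjusted p = 0.00566 from the same edgeR test). Ceacam10, Cd177 and B3galt5 followed, with log2 fold changes of 6.45, 5.52 and 5.35, and then Gsdmc3, which had 3 counts in each p53+/+ library and 111 and 106 in the p53-/- libraries. Reads of Gsdmc3 could have been split among its near-identical paralogs. The largest falls were those of Cfd, Eda2r, Car3, Zfp750 and Phlda3. A list of adipose genes was also lower, with a median log2 fold change of -5.69 (-3.68 with genes at or under 3 counts in a genotype set to their bound). Mesenteric fat on the p53+/+ pieces may therefore account for Cfd and Car3. Phlda3 fell from 89.6 ± 3.26 to 1.74 ± 0.273 CPM (SD, n = 2), a log2 fold change of -5.68 (adjusted p = 0.00566 from the same edgeR test). Cfd and Zfp750 were under 3 counts in both p53-/- libraries and, with 3 counts set for each, were at least 95.0-fold and 33.5-fold lower. Eda2r had 325 and 279 counts in the p53+/+ libraries and 3 and 1 in the p53-/- libraries.
Immune genes were tested as lists written before the data were examined, with camera at a preset correlation between genes of 0.01. All 22 genes tested of the T cell list were higher in the p53-/- SI, with a median log2 fold change of 3.81 (3.77 with genes at or under 3 counts in a genotype set to their bound; adjusted p = 2.33e-16 from camera). The median was 3.15 for T cell activation genes and 3.59 for MHC-II genes. The MHC-II transactivator Ciita rose from 5.65 ± 2.56 to 81.4 ± 22.7 CPM (SD, n = 2; log2 fold change 3.85, adjusted p = 0.0410 from edgeR's quasi-likelihood test). No gene of the T cell list passed the threshold one by one, while 3 T cell activation genes and 3 MHC-II genes did. Under fry, a rotation test that allows for correlation between genes, the T cell list had an adjusted p of 0.0824, and with camera's estimated correlation it was 0.360. The B cell list rose by a median of 6.34 on the log2 scale (5.93 with genes at or under 3 counts set to their bound), which depended on p53-/- library 10, since the median was 3.23 without it. Without that library the T cell median was 3.16 and the MHC-II median 2.95.
Of the epithelial lists, the enterocyte genes had a median log2 fold change of -0.61 (adjusted p = 0.00232 from camera), which did not pass the threshold under fry (adjusted p = 0.126). The intestinal stem cell genes had a median of 0.21 and the Paneth cell genes a median of 0.60. Olfm4, the ISC marker the paper stained, had a log2 fold change of 3.97 (adjusted p = 0.0587 from edgeR's quasi-likelihood test). Without p53+/+ library 7 the enterocyte median was -0.40, and without p53+/+ library 8 the Paneth cell median was 0.37. From the terms enriched among the differentially expressed genes, the paper reasons to the state of the epithelium and of the immune compartment in the p53-/- SI.

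**Figure D1:**
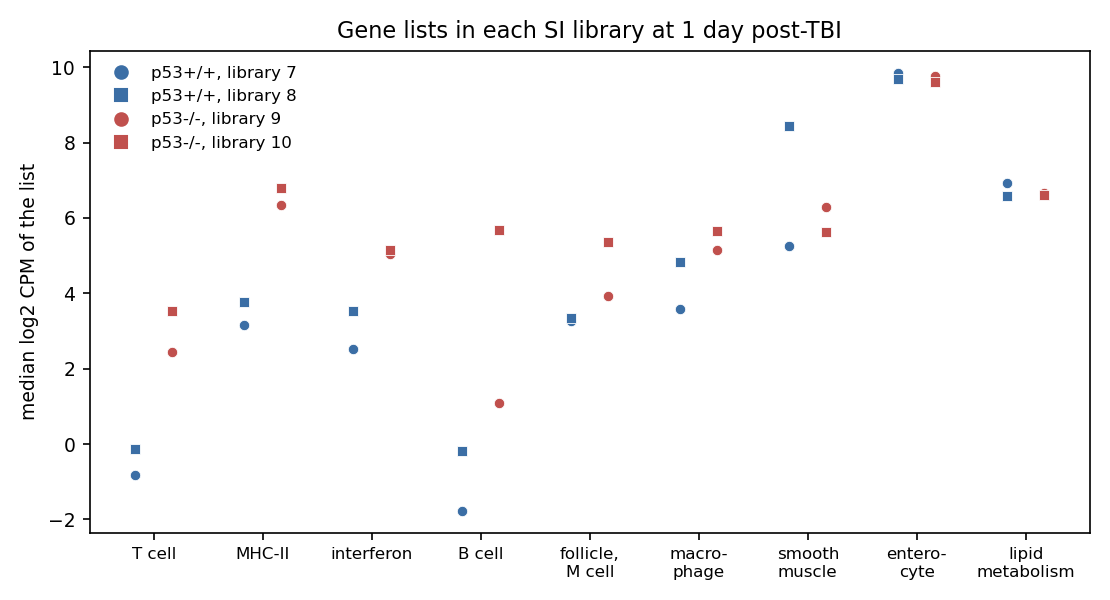
Median log2 CPM of 9 gene lists in each SI library at 1 day post-TBI. Each point is 1 library, blue for p53+/+ and red for p53-/-. The B cell list lies at 1.09 in p53-/- library 9 and at 5.69 in library 10, while the MHC-II list lies at 6.34 and 6.80.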

Transcriptomic analysis by RNA sequencing (RNA-seq) using the small intestine (SI) from mice at 1 day post-TBI indicated that, compared with p53^+/+^ mice, p53^−/−^ mice had a more severely impaired intestinal epithelial homeostasis and enhanced immune activation in the SI post-TBI (Fig. 1b). p53^+/+^ mice exhibited numerous apoptotic cell deaths in the ISC niche at 1 day post 12 Gy TBI as examined by TUNEL staining, and TBI-induced apoptosis was largely diminished at later time points as examined at both 3 days and 5 days post-TBI, when ISCs repopulated (Fig. S1a), which is consistent with a previous report^13^. In contrast, apoptosis was very limited in p53^−/−^ mice at 1 day post 12 Gy TBI, reflecting the loss of p53-mediated apoptosis (Fig. S1a). However, significant cell death due to mitotic catastrophe, another form of cell death occurring during mitosis that can lead to apoptosis^14,15^, was observed in the ISC niche in p53^−/−^ mice starting from 3 days post-TBI, and was still observed at 5 days post-TBI (Fig. S1a, b), suggesting increased damage and impaired regeneration of ISCs at later time points post-TBI in p53^−/−^ mice. Histopathological analysis using the H&E staining showed that at 1 day post-TBI, there was a great reduction of ISC niches reflected by reduced crypt depth and epithelial damage reflected by disorganized villous architecture due to p53-dependent apoptosis in p53^+/+^ mice, while no obvious change was observed in p53^−/−^ mice (Fig. 1c). At 3 days post-TBI, while numerous enlarged/hyperplastic crypts indicative of regeneration were observed in p53^+/+^ mice, much fewer enlarged/hyperplastic crypts were observed in p53^−/−^ mice (Fig. 1c). In turn, at 3 days post-TBI, compared with the SI of p53^+/+^ mice, the SI of p53^−/−^ mice displayed more severe epithelial injury, including villous blunting and disorganized villous architecture (Fig. 1c). The epithelial injury in p53^−/−^ mice was further exacerbated at a later time point (5 days post-TBI) (Fig. 1c). We further examined the number of viable ISCs in mice post-TBI using the immunofluorescence (IF) staining of Olfm4, an ISC marker^4^. Consistent with the epithelial damage and the enhanced number of TUNEL^+^ apoptotic cells in the SI of p53^+/+^ mice at 1 day post-TBI (Fig. 1c and S1a), the number of Olfm4^+^ viable ISCs was greatly reduced in p53^+/+^ mice at 1 day post-TBI, which gradually repopulated at 3 days and 5 days post-TBI in p53^+/+^ mice (Fig. S2). In contrast, while the number of Olfm4^+^ viable ISCs was largely conserved in p53^−/−^ mice at 1 day post-TBI due to the lack of apoptosis, ISCs were drastically diminished at 3 days and 5 days post-TBI in p53^−/−^ mice (Fig. S2), reflecting the regeneration defect of ISCs in p53^−/−^ mice. The significantly reduced number of Olfm4^+^ viable ISCs in p53^−/−^ mice was further validated using the immunohistochemistry (IHC) staining of Olfm4 at 3 days post-TBI (Fig. 1d). Further, compared with p53^+/+^ mice, the number of surrounding supportive Paneth cells was significantly reduced in p53^−/−^ mice at 3 days post-TBI as examined by the IF staining of the lysozyme, a Paneth cell marker^4^ (Fig. S3). These results indicate that p53 deficiency impairs ISC function and the regeneration of the intestinal epithelium post-TBI.

**Fig. 1:**
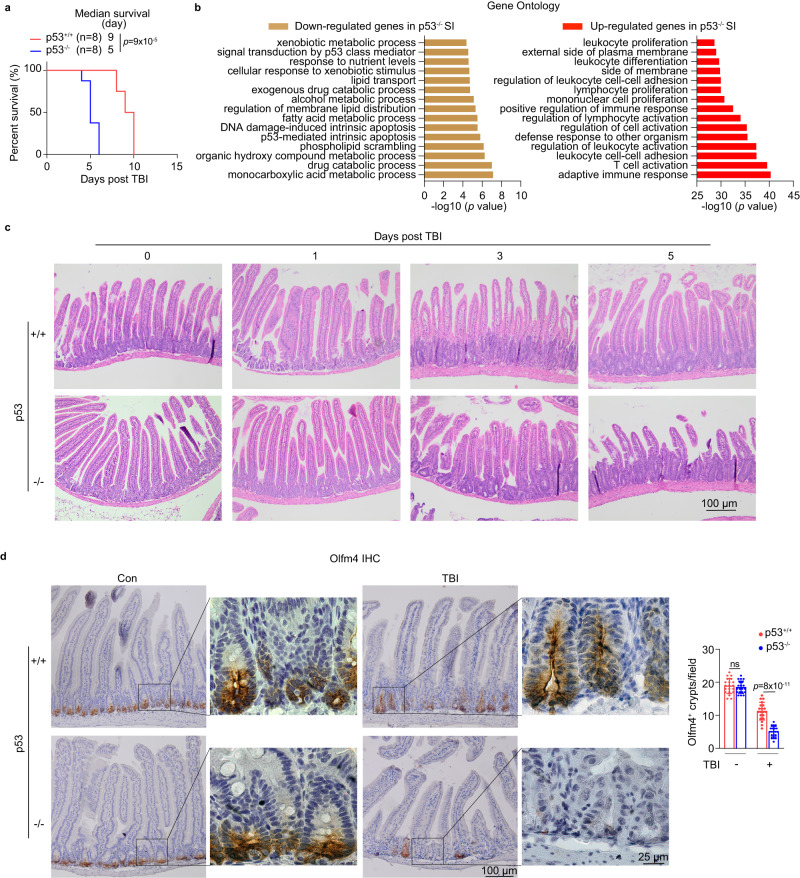
p53 deficiency impairs ISC homeostasis in mice post 12 Gy TBI. **a** Kaplan-Meier survival curves of p53^+/+^ and p53^−/−^ mice post-TBI. **b** Gene Ontology (GO) analysis of RNA-seq data. Bar plots show the *p-*value for GO term enrichment of differentially expressed genes between the SI from p53^+/+^ and p53^−/−^ mice at 1 day post-TBI. **c** Representative H&E images from at least 3 independent mice showing the morphology of the SI of mice at different days post-TBI. **d** p53 deficiency impaired ISC homeostasis post-TBI. Representative images from at least 3 independent mice (left) and quantification (right) of IHC staining of Olfm4 in the SI of mice at 3 days post-TBI. *n* = 20 fields from at least 3 mice/group. For (**d**) data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, Kaplan-Meier survival analysis for (**a**) and two-tailed Student’s *t*-test for (**d**). Source data are provided as a Source Data file.

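The themes of Fig. 1b were examined with Reactome pathways and with short gene lists, because the members of the GO terms were not used here. The paper's reported -log10 p was 39.6 for T cell activation among the terms higher in p53-/- mice and 6.15 for phospholipid scrambling among the terms lower. Among 871 Reactome pathways, 0 were over-represented in the genes higher in the p53-/- SI and 0 in the genes lower, by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment. Before adjustment, 74 and 10 had a p under 0.05. Only 19 of the higher and 9 of the lower genes were members of a pathway. The smallest p among the higher genes was 0.000342, for peptide ligand-binding receptors (4 genes), followed by chemokine receptors binding chemokines, rhodopsin-like receptors, GPCR downstream signaling and GPCR ligand binding. Among the lower genes it was 0.000215, for the activation of circadian gene expression by BMAL1 and CLOCK (2 genes), which is listed in a pair of near-identical pathways, followed by the circadian clock, the initial triggering of complement and anchoring fibril formation. With the genes called by DESeq2, 48 pathways passed the threshold among the higher genes, led by the adaptive immune system (75 genes, adjusted p = 1.38e-20 from Fisher's exact test), and 11 among the lower genes, led by the metabolism of lipids and lipoproteins (51 genes, adjusted p = 1.25e-09 from Fisher's exact test).
In the list tests, fatty acid and lipid metabolism genes had a median log2 fold change of -0.49 in the p53-/- SI, xenobiotic metabolism genes -0.37 and phospholipid scrambling genes -0.37. The xenobiotic median was -0.63 without p53-/- library 9. Their adjusted p-values from camera were 6.55e-05, 0.000165 and 5.01e-05, and none of the 3 lists passed the threshold under fry. No single gene of these lists passed it either. Genes of p53-dependent apoptosis had a median of -0.66 (adjusted p = 1.76e-07 from camera), and this list passed the threshold under fry as well (adjusted p = 0.0101).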

Radiation is often immunosuppressive by triggering the death of radio-sensitive lymphocytes^16,17^. Indeed, p53^+/+^ mice exhibited a significantly diminished number of CD45^+^ immune cells and CD3^+^ T cells in the SI post-TBI as examined by IF staining assays, and this reduction was much less pronounced in p53^−/−^ mice (Figs. S2 and S4). Consistently, a reduction of immune cells, including CD45^+^ immune cells, CD4^+^ T cells, CD8^+^ T cells, and macrophages in mesenteric lymph nodes (MLNs), a crucial lymphoid organ regulating the immune response in the SI^18^, was observed in p53^+/+^ mice post-TBI by flow cytometric assays (Fig. 2a). The gating strategies of flow cytometric assays are shown in Fig. S5. Notably, no obvious reduction of immune cells in MLNs was observed in p53^−/−^ mice post-TBI (Fig. 2a). It is worth noting that the number of dendritic cells (DCs), a radio-resistant immune cell type^19,20^, in MLNs was not obviously affected by TBI in p53^+/+^ or p53^−/−^ mice (Fig. 2a).

**Fig. 2:**
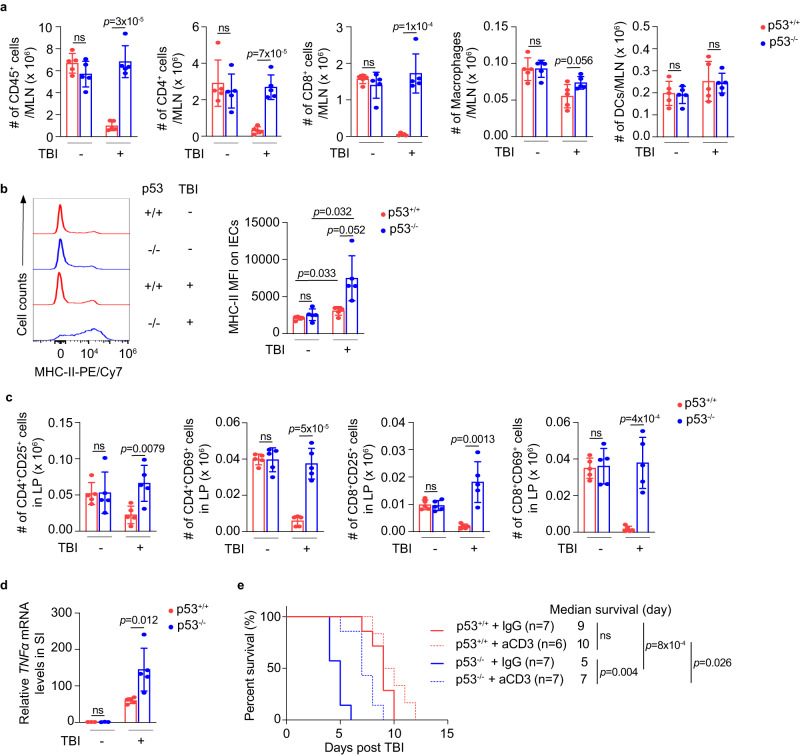
p53 deficiency activates the inflammatory immune response in mice post 12 Gy TBI. **a** The number of CD45^+^, CD4^+^, CD8^+^ cells, macrophages and DCs in the MLNs of mice at 1 day post-TBI as determined by flow cytometric assays. Gating strategies are shown in Fig. S5. *n* = 5 mice/group. **b** Representative histograms from at least 3 independent mice (left) and quantifications of mean fluorescence intensity (MFI) (right) of MHC-II on IECs from mice at 3 days post-TBI as determined by flow cytometric assays. *n* = 5 mice/group. **c** The number of CD25^+^ or CD69^+^ activated CD4^+^ (left two panels) and CD8^+^ (right two panels) T cells in the LP of mice at 3 days post-TBI as determined by flow cytometric assays. *n* = 5 mice/group. **d** The mRNA levels of *TNFα* normalized with the *actin* gene in the SI of mice at 3 days post-TBI as determined by qPCR assays. *n* = 5 and 3 mice/group for groups with and without TBI treatment, respectively. The *TNFα* mRNA levels in p53^+/+^ mice without TBI are designated as 1. **e** Kaplan-Meier survival curves of mice treated with IgG or aCD3 antibodies (200 μg/mouse, once at 6 days before TBI) post 12 Gy TBI. For (**a**–**d**) data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, two-tailed Student’s *t*-test for (**a**, **c**, **d**) two-tailed Student’s *t*-test followed by Bonferroni correction for (**b**) and Kaplan-Meier survival analysis followed by Bonferroni correction for **e**. Source data are provided as a Source Data file.

TBI has been shown to induce MHC-II expression on IECs^7^. Consistent with previous reports^7,20^, the expression of MHC-II on IECs in both villi and crypts in the SI was increased in p53^+/+^ mice post-TBI as determined by flow cytometric and IF staining assays, respectively (Figs. 2b and S6). Notably, the induction of MHC-II on IECs was much more pronounced in the SI of p53^−/−^ mice post-TBI (Figs. 2b and S6). In line with the higher MHC-II levels on IECs in p53^−/−^ mice post-TBI, the number of CD25^+^/CD69^+^ activated CD4^+^ and CD8^+^ T cells in the lamina propria (LP), the connective tissue underlying the intestinal epithelium and a major immune compartment of the SI^21^, was significantly higher in p53^−/−^ mice compared with p53^+/+^ mice post-TBI as determined by flow cytometric assays (Fig. 2c). Notably, the expression levels of MHC-II on other APCs, including macrophages and DCs in the LP, were not significantly affected by TBI and p53 (Fig. S7), highlighting the essential role of antigen presentation by IECs in mediating the inflammatory condition in p53^−/−^ mice post-TBI. TNFα is an important inflammatory cytokine secreted by activated APCs and T cells to trigger the ISC damage^22,23^. Compared with p53^+/+^ mice, p53^−/−^ mice displayed significantly higher *TNFα* mRNA levels in the SI post-TBI as determined by quantitative real-time PCR (qPCR) assays (Fig. 2d), suggesting an elevated inflammatory immune response in p53^−/−^ mice post-TBI, which is consistent with the transcriptomic profile of the SI from p53^+/+^ and p53^−/−^ mice post-TBI (Fig. 1b). We further examined the TNFα secretion from T cells and APCs in the LP from p53^+/+^ and p53^−/−^ mice post-TBI using flow cytometric assays. TBI induced significantly higher levels of TNFα secretion from CD4^+^ and CD8^+^ T cells, but not macrophages and DCs, in the LP of p53^−/−^ mice compared with p53^+/+^ mice (Fig. S8). Anti-CD3 antibody (aCD3) can effectively deplete CD3^+^ T cells in mice^24,25^. To investigate whether the increased number of activated T cells and elevated TNFα production are simply a consequence of reduced T cell apoptosis due to p53 deficiency or actually reflect an enhanced T cell-induced inflammatory immune response that contributes to the more severe TBI-induced GI syndrome in p53^−/−^ mice, p53^+/+^ and p53^−/−^ mice with depletion of T cells using aCD3 treatment were subjected to 12 Gy TBI, and their survival was compared. The depletion of CD3^+^ T cells in the MLN and LP was verified using flow cytometric assays (Fig. S9). Notably, aCD3 treatment significantly prolonged the lifespan in p53^−/−^ mice post-TBI, but showed no significant effect on the survival of p53^+/+^ mice (Fig. 2e), suggesting that the enhanced T cell-mediated inflammatory immune response contributes to a more severe TBI-induced GI syndrome observed in p53^−/−^ mice. Together, these results suggest that p53 deficiency in mice leads to a much more severe radiation-induced GI syndrome with exacerbated ISC damage and inflammatory immune response.

### p53-deficient ISCs are more vulnerable to T cell-induced damage

While it is known that p53-mediated damage response sensitizes ISCs towards radiation-induced injury^2,12^, the role of p53 in ISCs upon T cell attack is unclear. p53^−/−^ mice had significantly increased T cell activation and ISC damage post-TBI (Figs. 1 and 2), but it is unclear whether the increased ISC damage in p53^−/−^ mice is due to increased susceptibility of ISCs towards activated T cell-induced damage upon p53 deficiency or solely due to increased T cell activation. To examine whether p53 loss in ISCs leads to increased vulnerability towards T cell-induced damage, we employed a well-established intestinal organoid-T cell co-culture model to assess activated T cell-induced ISC damage in vitro^26^. T cells isolated from p53^+/+^ mice were activated in vitro, followed by co-culturing with intestinal organoids derived from p53^+/+^ and p53^−/−^ mice to induce apoptosis in organoids^27^. T cells reduced the viability of p53^+/+^ and p53^−/−^ organoids in a dose-dependent manner (Fig. 3). Notably, compared with p53^+/+^ organoids, p53^−/−^ organoids were much more susceptible to the challenge of T cells; co-culture with 10^4^ activated T cells led to ~20% reduction of the viability in p53^+/+^ organoids and over 50% reduction of the viability in p53^−/−^ organoids, and co-culture with 10^6^ activated T cells led to the death of almost all of the p53^−/−^ organoids, and significantly less death of p53^+/+^ organoids (Fig. 3). These results suggest that p53 deficiency in ISCs increases the ISC damage induced by activated T cells.

**Fig. 3:**
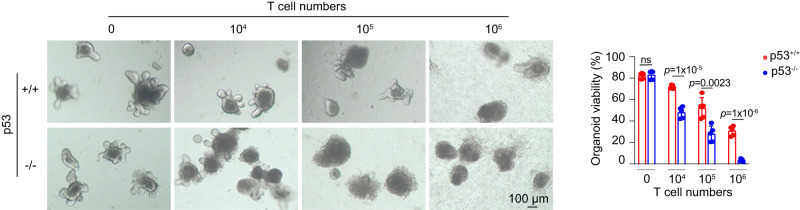
Intestinal organoids derived from p53^−/−^ mice are more susceptible to T cell-induced damage and cell death compared with p53^+/+^ mice. Left: representative images from at least 3 independent mice showing organoids from p53^+/+^ and p53^−/−^ mice co-cultured with activated T cells; right: quantification of organoid viability measured at 2 days post co-culture using the CyQUANT™ LDH Cytotoxicity Assay Kit. *n* = 5/group. Data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

### Adoptive transfer of p53^−/−^ BM into p53^+/+^ mice exacerbates the inflammatory immune response and ISC damage post-TBI

To further characterize the contribution of p53 in immune cell-mediated damage post-TBI, we performed adoptive transfer using the BM derived from p53^+/+^ or p53^−/−^ mice to transplant into lethally irradiated p53^+/+^ recipients (Fig. 4a). This enables the generation of chimeric mice with p53^+/+^ recipient ISCs along with p53^+/+^ or p53^−/−^ donor immune cells. The reconstitution of donor CD45^+^ immune cells was comparable in CD45.1^+^ mice receiving BM derived from CD45.2^+^ p53^+/+^ and p53^−/−^ mice as determined at 28 days after adoptive transfer by flow cytometric assays (Fig. S10a). The recipient mice were subjected to 12 Gy TBI at 28 days after adoptive transfer. A clear reduction of immune cells at 3 days post-TBI was observed in mice receiving p53^+/+^ BM; TBI significantly reduced the number of immune cells, including CD45^+^ cells, CD4^+^ T cells, CD8^+^ T cells and macrophages in MLNs post-TBI (Fig. 4b), which recapitulated the reduced number of immune cells in p53^+/+^ mice post-TBI (Fig. 2a). The reduction in the number of these immune cells in MLNs post-TBI was much less pronounced or not obvious in mice receiving p53^−/−^ BM compared with mice receiving p53^+/+^ BM (Fig. 4b). Mice receiving p53^−/−^ BM also had a significantly higher number of CD25^+^ activated CD4^+^ and CD8^+^ T cells in the LP, and significantly higher levels of *TNFα* expression in the SI at 5 days post-TBI than mice receiving p53^+/+^ BM (Fig. 4c, d), reflecting increased immune activation and inflammation in mice receiving p53^−/−^ BM. In turn, mice receiving p53^−/−^ BM had a much higher number of apoptotic cells in the SI as examined by TUNEL assays, and a much lower number of viable Olfm4^+^ ISCs and lysozyme^+^ Paneth cells at 5 days post-TBI compared with mice receiving p53^+/+^ BM (Figs. 4e, f and S10b). These results suggest that p53 deficiency in immune cells results in their resistance to TBI-induced cell death at an early time point post-TBI to enhance the inflammatory response, leading to more severe ISC damage at later time points post-TBI.

**Fig. 4:**
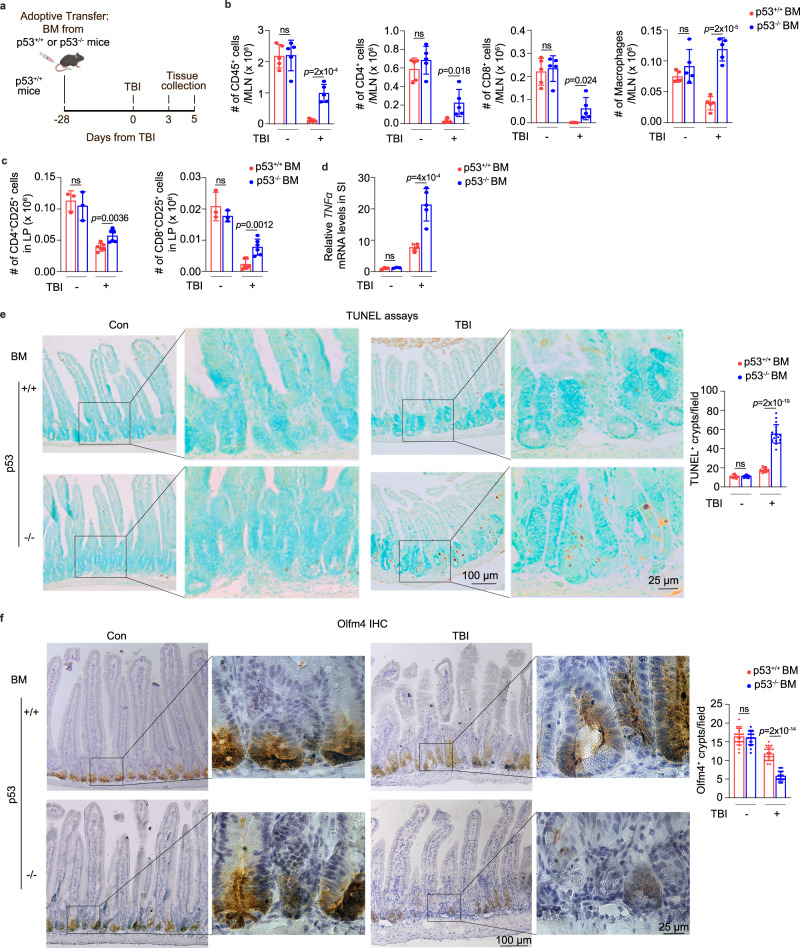
Adoptive transfer of the BM derived from p53^−/−^ mice into p53^+/+^ mice exacerbates the inflammatory immune response and enhances ISC damage post-TBI. **a** Schematic diagram of adoptive transfer experimental procedures. **b**–**d** Adoptive transfer of the p53^−/−^ BM increased the inflammatory immune response post 12 Gy TBI. **b** The number of CD45^+^, CD4^+^, CD8^+^ cells and macrophages in MLNs of p53^+/+^ mice receiving p53^+/+^ or p53^−/−^ BM at 3 days post-TBI as determined by flow cytometric assays. *n* = 5 mice/group. **c** The number of CD25^+^ activated CD4^+^ (left) and CD8^+^ (right) T cells in LP of p53^+/+^ mice receiving p53^+/+^ or p53^−/−^ BM at 5 days post-TBI as determined by flow cytometric assays. *n* = 6 and 3 mice/group for groups with and without TBI treatment, respectively. **d** The mRNA levels of *TNFα* normalized with the *actin* gene in the SI of p53^+/+^ mice receiving p53^+/+^ or p53^−/−^ BM at 5 days post-TBI as determined by qPCR assays. *n* = 5 and 3 mice/group for groups with and without TBI treatment, respectively. The *TNFα* mRNA levels in mice receiving p53^+/+^ BM without TBI are designated as 1. **e**, **f** Adoptive transfer of p53^−/−^ BM led to more severe ISC damage post-TBI. Representative images from at least 3 independent mice (left) and quantification (right) of TUNEL (**e**) and IHC staining of Olfm4 (**f**) in the SI of p53^+/+^ mice receiving p53^+/+^ or p53^−/−^ BM at 5 days post-TBI. *n* = 20 fields from at least 3 mice/group. Data are presented as mean ± SD from at least three independent experiments. ns: not significant, two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

### p53 deficiency induces IL12-p40 expression in DCs to exacerbate GI damage post-TBI

To investigate the underlying mechanism by which p53 regulates the immune response post-TBI, we compared cytokine levels in the serum between p53^+/+^ and p53^−/−^ mice at 3 days post-TBI using a Proteome Profiler Mouse XL Cytokine Array that contains 111 cytokines involved in various biological processes. While the levels of the majority of cytokines in the serum were comparable between p53^+/+^ and p53^−/−^ mice post-TBI, the levels of several cytokines, including IL12-p40, Fms related receptor tyrosine kinase 3 ligand (Flt3lg) and epidermal growth factor (EGF), showed differences (Fig. 5a). Among them, IL12-p40, a subunit of IL12, a well-known inflammatory cytokine^28^, showed the most obvious increase in the serum of p53^−/−^ mice than p53^+/+^ mice post-TBI, suggesting a potential role of IL12-p40 in the more pronounced inflammation observed in p53^−/−^ mice post-TBI (Fig. 5a). The higher serum levels of IL12-p40 in p53^−/−^ mice than p53^+/+^ mice post-TBI were confirmed by ELISA assays (Fig. 5b). The difference in IL12-p40 levels between p53^−/−^ and p53^+/+^ mice was also observed in the SI post-TBI at both mRNA and protein levels determined by qPCR and ELISA assays, respectively (Fig. 5c). While the basal mRNA levels of *IL12b*, which encodes IL12-p40, and the basal protein levels of IL12-p40 were comparable between p53^+/+^ and p53^−/−^ mice in the SI, p53^−/−^ mice displayed much higher *IL12b* and IL12-p40 levels in the SI than p53^+/+^ mice post-TBI (Fig. 5c).

**Fig. 5:**
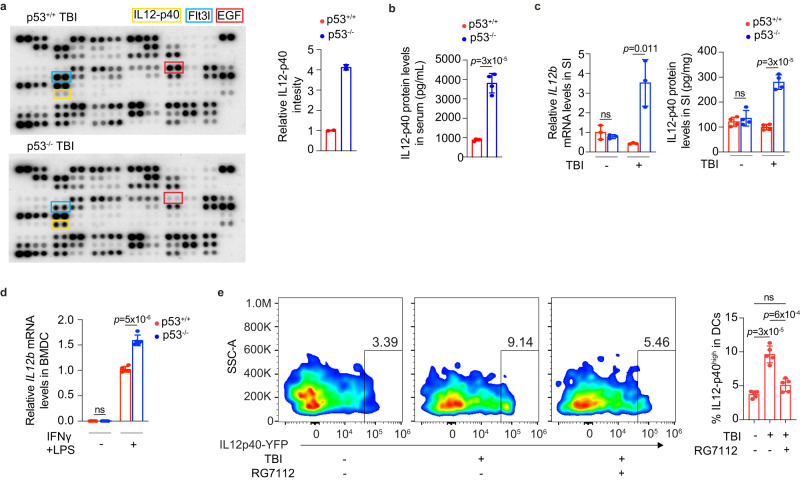
p53 deficiency enhances IL12-p40 expression in mice post-TBI. **a** Left: images showing cytokine levels in mouse serum at 3 days post 12 Gy TBI determined by Proteome Profiler Mouse XL Cytokine Array. Right: quantification of serum IL12-p40 levels. Each array represents a pool of 3 mice with the same treatment. Dots in yellow, blue, and red boxes represent IL12-p40, Flt3l and EGF, respectively. **b** The protein levels of IL12-p40 in mouse serum at 3 days post-TBI determined by ELISA assays. *n* = 4 mice/group. **c** The mRNA levels of *IL12b* normalized with the *actin* gene (left) and protein levels of IL12-p40 (right) in the SI of mice at 3 days post-TBI determined by qPCR and ELISA assays, respectively. *n* = 3 and 4 mice/group for left and right panels, respectively. The *IL12b* mRNA levels in p53^+/+^ mice without TBI are designated as 1. **d** The mRNA levels of *IL12b* were determined in BMDCs derived from p53^+/+^ and p53^−/−^ mice stimulated by IFNγ (10 ng/mL) and LPS (100 ng/mL) for 6 h. *n* = 5/group. The *IL12b* mRNA levels in p53^+/+^ BMDCs with IFNγ and LPS stimulation are designated as 1. **e** p53 activation by RG7112 reduced the induction of IL12-p40 by TBI. Representative flow cytometric images from at least 3 independent mice (left) and quantification (right) showing the percentage of IL12-p40-YFP^high^ DCs in MLNs at 6 h post-TBI in IL12-p40-YFP C57BL/6 reporter mice. *n* = 5 mice/group. Data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, two-tailed Student’s *t*-test for (**b**–**d**) and two-tailed Student’s *t*-test followed by Bonferroni correction for (**e**). Source data are provided as a Source Data file.

DCs are a major type of immune cells that produce IL12-p40 post-TBI^20,29^. To study whether p53 regulates IL12-p40 expression in DCs, we employed BM-derived DCs (BMDCs), a widely-used model to study DC function in vitro^30^. Upon stimulation by IFNγ and lipopolysaccharides (LPS) to mimic the TBI-induced inflammatory microenvironment, BMDCs derived from both p53^+/+^ and p53^−/−^ mice showed a dramatic elevation of *IL12b* mRNA levels, and notably, the induction of *IL12b* expression was significantly higher in p53^−/−^ BMDCs than p53^+/+^ BMDCs (Fig. 5d), suggesting that p53 deficiency promotes IL12-p40 production in DCs upon inflammatory stimulation. This finding was further validated by employing the IL12-p40-IRES-eYFP (IL12p40-YFP) mouse model, which has a YFP knock-in allele at the IL12-p40 locus to enable the detection of IL12-p40 using YFP^31^. The E3 ubiquitin ligase MDM2 is a key negative regulator of p53, which binds to p53 and promotes the ubiquitination and degradation of p53^32^. RG7112, a small-molecule antagonist of MDM2 that inhibits the MDM2-p53 binding to activate p53^2^, was employed to activate p53 in mice. TBI greatly induced the expression of IL12-p40 in DCs from MLNs of IL12p40-YFP mice, as demonstrated by the increased percentage of YFP^high^ DCs in MLNs (Fig. 5e). Notably, the induction of IL12-p40 in DCs was greatly reduced upon p53 activation by RG7112 administration (Fig. 5e). The activation of p53 by RG7112 was confirmed by qPCR assays showing the significant induction of the mRNA levels of several well-known p53 target genes, including *Bax*, *PUMA* and *p21*^33,34^, in the SI post-TBI and RG7112 treatment (Fig. S11a). These results collectively demonstrate that p53 activation inhibits IL12-p40 expression in DCs of MLNs post-TBI.

It has been reported that IL12 sensitizes the GI tract to irradiation, and administration of recombinant IL12 protein in mice exacerbates radiation-induced GI syndrome and lethality post-TBI^35^. In the context of GVHD, the expression of IL12-p40, which is induced post-TBI, activates donor T cells post-BMT, leading to an inflammatory immune response that triggers the ISC damage and initiates GVHD^7,20^. Here, we investigated whether the regulation of IL12-p40 by p53 contributes to the protective role of p53 in the inflammatory response and GI syndrome induced by TBI. Blocking the function of IL12-p40 by using an aIL12-p40 antibody greatly blocked the inflammatory response in the SI of p53^−/−^ mice at 3 days post-TBI, which was reflected by the reduced MHC-II levels on IECs, the reduced number of activated T cells in the LP, and the reduced *TNFα* levels in the SI post-TBI (Figs. 6a–d and S11b). In contrast, aIL12-p40 treatment did not show an obvious effect in p53^+/+^ mice (Figs. 6a–d and S11b). In line with the reduced inflammatory immune response, aIL12-p40 treatment in p53^−/−^ mice significantly reduced the number of apoptotic cells in the SI analyzed by the TUNEL assays, significantly reduced the ISC damage reflected by increased numbers of viable Olfm4^+^ ISCs and lysozyme^+^ Paneth cells in the SI at 3 days post-TBI, and most importantly, significantly increased mouse lifespan post-TBI (Figs. 6e–g and S11c). These results suggest a crucial mechanism of p53 in regulating T cell activation through inhibition of the IL12-p40 expression, which in turn reduces the ISC damage and protects against radiation-induced GI toxicity.

**Fig. 6:**
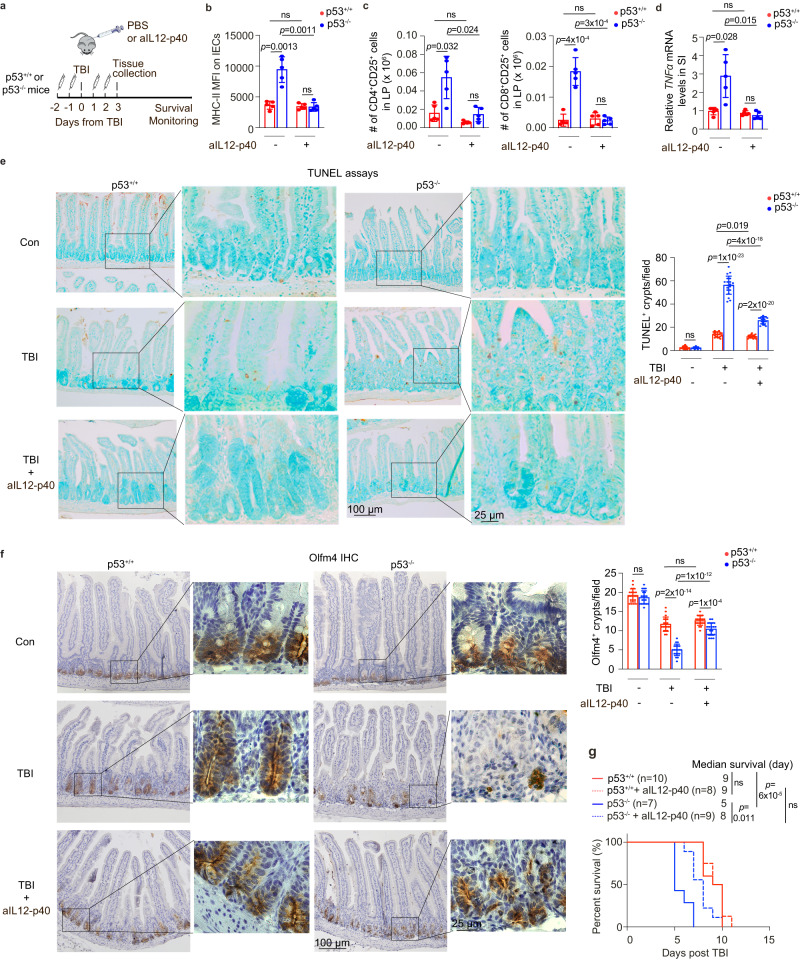
p53 protects mice from radiation-induced damage by inhibiting IL12-p40 expression. **a** Schematic diagram of experimental procedures of aIL12-p40 antibody administration (i.p., 200 μg/mouse, once a day for 4 days from 2 days before till 2 days post-TBI). **b**–**g** aIL12-p40 antibody preferentially inhibited the inflammatory immune response in p53^−/−^ mice post-TBI. **b** MFI of MHC-II on IECs from mice at 3 days post-TBI. *n* = 5 mice/group. **c** The number of CD25^+^ activated CD4^+^ (left) and CD8^+^ (right) T cells in LPs of mice at 3 days post-TBI. *n* = 5 mice/group. **d** The mRNA levels of *TNFα* normalized with the *actin* gene in the SI of mice at 3 days post-TBI. *n* = 5 mice/group. The *TNFα* mRNA levels in p53^+/+^ mice post-TBI are designated as 1. **e**, **f** aIL12-p40 antibody protected ISCs from TBI-induced damage. Representative images from at least 3 independent mice (left) and quantification (right) of TUNEL (**e**) and IHC staining of Olfm4 (**f**) in the SI of mice with or without aIL12-p40 antibody administration at 3 days post-TBI. *n* = 20 fields from at least 3 mice/group. **g** Kaplan-Meier survival curves of mice treated with or without aIL12-p40 antibody post 12 Gy TBI. For (**b**–**f**) data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, two-tailed Student’s *t*-test followed by Bonferroni correction for (**b**–**f**) and Kaplan-Meier survival analysis followed by Bonferroni correction for (**g**). Source data are provided as a Source Data file.

### p53 modulates IL12-p40 levels post-TBI through LIF

To identify the downstream mediator(s) involved in the protective role of p53 in the inflammatory response to TBI in the SI, the expression of a panel of p53 target genes in the SI of p53^+/+^ and p53^−/−^ mice at 1 day post-TBI was compared using the data from RNA-seq analysis described in Fig. 1b. p53 deficiency led to the reduced expression of several well-known p53 target genes that are involved in apoptosis (*Bax* and *PUMA*) and repair (*p21*)^33,34^, which may contribute to the loss of early apoptosis and the attenuated repair in the SI of p53^−/−^ mice post-TBI (Fig. 7a). 

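Bax (ENSMUSG00000003873) was at 115 ± 11.2 CPM (SD, n = 2) in the p53+/+ SI and at 25.5 ± 4.65 CPM (SD, n = 2) in the p53-/- SI, a log2 fold change of -2.18 (standard error 0.200, adjusted p = 0.0296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bbc3 (ENSMUSG00000002083), which encodes PUMA, fell from 36.1 ± 4.25 to 10.1 ± 1.10 CPM, with a log2 fold change of -1.83 (standard error 0.218) and an adjusted p of 0.0501 from the same test, just above the threshold. Cdkn1a (ENSMUSG00000023067), which encodes p21, fell from 630 ± 14.2 to 233 ± 17.9 CPM, with a log2 fold change of -1.43 (standard error 0.202, adjusted p = 0.0592 from the same test). For each of these genes, both p53+/+ libraries lay above both p53-/- libraries. With each library left out in turn, the log2 fold change stayed between -2.32 and -2.01 for Bax, between -1.95 and -1.67 for Bbc3 and between -1.46 and -1.36 for Cdkn1a. With DESeq2 the adjusted p-values were 3.97e-15, 6.61e-08 and 5.25e-11. Over all alternatives they lay between 2.24e-20 and 0.0489 for Bax, 1.08e-08 and 0.0692 for Bbc3 and 5.25e-11 and 0.0692 for Cdkn1a, with the same direction in each. From the lower expression of these genes, the paper proposes a contribution to the loss of early apoptosis and to the attenuated repair.

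**Figure D2:**
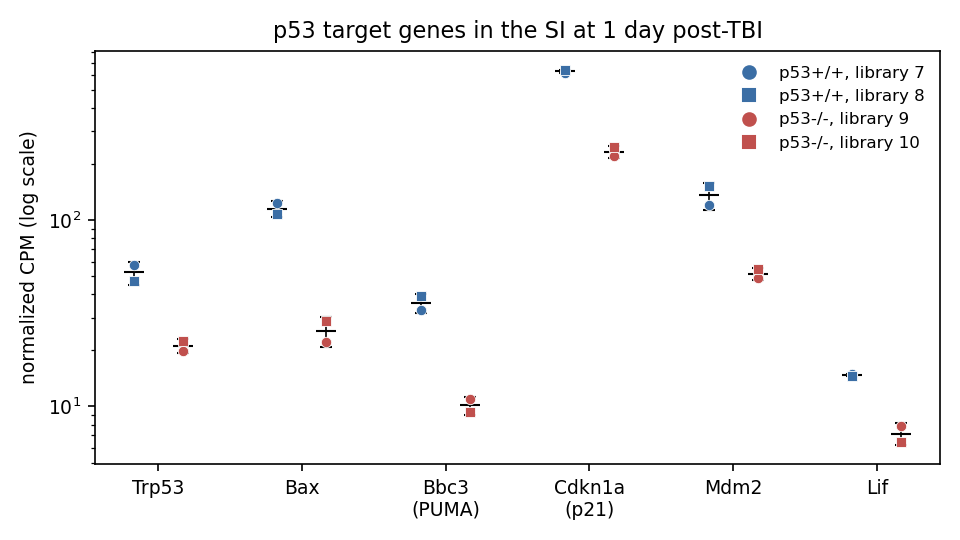
Normalized CPM, on a log scale, of Trp53 and the 5 genes of Fig. 7a in each SI library. Points are libraries, blue for p53+/+ and red for p53-/-, and black marks are the mean ± SD of 2 libraries. Every p53+/+ library lies above both p53-/- libraries for each gene, as for Bax, at 123 and 108 against 22.2 and 28.8 CPM.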

While the products of these p53 target genes contribute to some of the well-characterized p53 functions, such as apoptosis, no report has suggested their involvement in regulating IL-12 production by DCs. 

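Lif (ENSMUSG00000034394), the mouse gene of leukemia inhibitory factor, was at 14.9 and 14.6 CPM in the p53+/+ libraries and at 7.85 and 6.47 CPM in the p53-/- libraries at 1 day post-TBI. The log2 fold change was -1.04 (standard error 0.280), with an unadjusted p of 0.0116 and an adjusted p of 0.161 over all genes tested with edgeR's quasi-likelihood test, so the difference did not pass the threshold. Adjusted over the list alone, the 5 genes of Fig. 7a, the p was 0.0116. The paper shows that list from these same libraries, so this adjustment may be too lenient. The adjusted p was 0.0379 with DESeq2 and between that and 0.173 over the alternatives. The log2 fold change stayed between -1.19 and -0.86 with each library left out in turn.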

Interestingly, the levels of *LIF*, an important cytokine and known p53 target, were significantly lower in the SI of p53^−/−^ mice compared with p53^+/+^ mice post-TBI (Fig. 7a). Previously, we reported that p53 transcriptionally induces LIF expression, which mediates the function of p53 in embryonic implantation^36^. Recently, we found that LIF is essential in maintaining ISC number and functions to ensure the intestinal epithelial homeostasis and regeneration^4^, and protects against GVHD by inhibiting donor T cell-mediated inflammatory immune response post allogenic BMT^20^. These studies suggest that LIF may function as an important mediator for the protective role of p53 in the inflammatory response to TBI in the SI. The lower *LIF* expression in p53^−/−^ mice was validated in different tissues; TBI significantly induced the mRNA expression of *LIF* in multiple tissues, including the SI, colon, spleen and MLN, in p53^+/+^ but not p53^−/−^ mice (Fig. 7b). p53-dependent induction of LIF was also confirmed at the protein levels in the SI as measured by ELISA assays (Fig. 7c). Activating p53 using RG7112 further enhanced the expression of *LIF* induced by TBI in the SI of p53^+/+^ mice but not p53^−/−^ mice (Fig. 7d), supporting the p53-dependent induction of LIF by TBI in the SI.

**Fig. 7:**
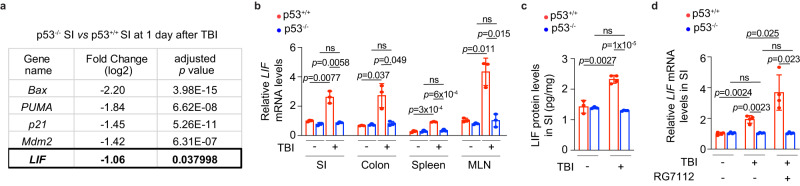
p53 induces LIF expression post-TBI. **a** Differential expression of a panel of p53 target genes in the SI of p53^−/−^ mice versus p53^+/+^ mice at 1 day post 12 Gy TBI. **b**, **c** The mRNA levels of *LIF* normalized with the *actin* gene in the SI, colon, spleen, and MLN (**b**) and the protein levels of LIF in the SI (**c**) of p53^+/+^ and p53^−/−^ mice at 3 days post 12 Gy TBI determined by qPCR and ELISA assays, respectively. For (**b**) *n* = 3 mice/group. For (**c**) *n* = 4 and 3 mice/group for groups with and without TBI treatment, respectively. The *LIF* mRNA levels in the SI of p53^+/+^ mice without TBI are designated as 1. **d** p53 activation by RG7112 increased the mRNA levels of *LIF* in the SI of p53^+/+^ mice at 6 h post 12 Gy TBI. *n* = 4 mice/group. The *LIF* mRNA levels in p53^+/+^ BMDCs without stimulation are designated as 1. Data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, two-tailed Student’s *t*-test followed by Bonferroni correction. Source data are provided as a Source Data file.

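Mdm2 (ENSMUSG00000020184) was at 137 ± 22.5 CPM (SD, n = 2) in the p53+/+ SI and 51.7 ± 3.87 CPM (SD, n = 2) in the p53-/- SI, a log2 fold change of -1.4 (standard error 0.189, adjusted p = 0.0569 from edgeR's quasi-likelihood test). Of the 5 genes of Fig. 7a, 1 passed the threshold over all genes tested, 5 passed it adjusted over the list alone, and 5 passed it with DESeq2. The paper shows this panel from these same libraries and does not state how its genes were chosen. Adjustment over the list alone may therefore be too lenient and is no independent evidence. A separate list of p53 targets, written before the data were examined, had 26 of 28 tested genes lower in the p53-/- SI, with a median log2 fold change of -1.19 (adjusted p = 2.33e-16 from camera and 0.0101 from fry), and 9 of its genes passed the threshold one by one.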

We next investigated whether LIF mediates the inhibitory effect of p53 on inflammation and the protective role in ISCs post-TBI. rLIF (i.p. 30 ng/g body weight, twice/day) was administrated to both p53^+/+^ and p53^−/−^ mice for 7 days, starting 3 days before TBI till 3 days after TBI (Fig. 8a). rLIF administration largely abolished the elevated IL12-p40 protein levels in p53^−/−^ mouse serum at 3 days post-TBI as determined by using the cytokine panel (Fig. S12) and validated in the SI and serum by ELISA assays (Fig. 8b). We also observed an inhibitory effect of rLIF on IL12-p40 production in p53^+/+^ mice, but to a much less extent than that in p53^−/−^ mice (Fig. 8b). Consistent with the increased *LIF* expression in tissues in p53^+/+^ mice post-TBI (Fig. 7b), stimulation of IFNγ and LPS increased *LIF* expression in p53^+/+^ BMDCs but not p53^−/−^ BMDCs (Fig. 8c). Given the higher induction of *IL12b* and lower *LIF* levels in p53^−/−^ BMDCs stimulated by IFNγ and LPS compared with p53^+/+^ BMDCs, we investigated whether the lower LIF levels in p53^−/−^ BMDCs contribute to the higher production of *IL12b*. rLIF treatment in BMDCs stimulated by IFNγ and LPS reduced the *IL12b* expression in BMDCs, especially in p53^−/−^ BMDCs (Fig. 8c), suggesting that LIF mediates the regulation of IL12-p40 by p53 in DCs. In line with the reduced IL12-p40 expression in p53^−/−^ mice upon rLIF treatment, rLIF largely abolished the increased inflammation in p53^−/−^ mice at 3 days post-TBI; rLIF reduced MHC-II expression on IECs, reduced the number of activated CD4^+^ and CD8^+^ T cells in the LP, and inhibited *TNFα* expression in the SI of p53^−/−^ mice post-TBI (Fig. 8d–f). Notably, the same treatment exhibited a very limited effect on p53^+/+^ mice (Fig. 8d–f).

**Fig. 8:**
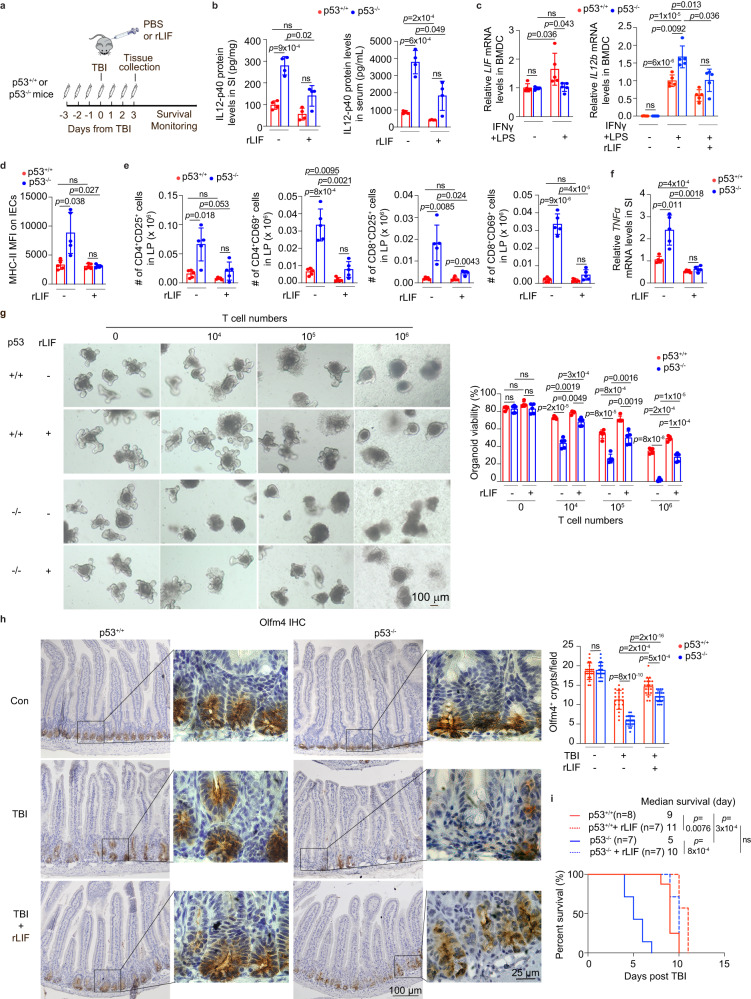
rLIF administration preferentially inhibits the inflammatory immune response and protects ISCs in p53^−/−^ mice post-TBI. **a** Schematic diagram of the experimental procedure. **b** The protein levels of IL12-p40 in the SI (left) and serum (right) of mice at 3 days post-TBI determined by ELISA assays. *n* = 4 mice/group. **c** The mRNA levels of *LIF* (left) and *IL12b* (right) normalized with the *actin* gene in p53^+/+^ and p53^−/−^ BMDCs with or without IFNγ and LPS stimulation. *n* = 5/group. The *LIF* mRNA levels in p53^+/+^ BMDCs without stimulation are designated as 1. The *IL12b* mRNA levels in p53^+/+^ BMDCs with stimulation are designated as 1. **d**–**f** rLIF inhibited the elevated inflammatory immune response in p53^−/−^ mice post-TBI. **d** MFI of MHC-II on IECs from mice at 3 days post-TBI. *n* = 5 mice/group. **e** The number of CD25^+^ or CD69^+^ activated CD4^+^ (left panels) and CD8^+^ (right panels) T cells in the LP of mice at 3 days post-TBI. *n* = 5 mice/group. **f** The mRNA levels of *TNFα* normalized with the *actin* gene in the SI of mice at 3 days post-TBI. *n* = 5 mice/group. **g** The effect of rLIF on intestinal organoid susceptibility towards T cell-induced damage. Left: representative images of organoid growth in the presence of activated p53^+/+^ T cells; right: quantification of organoid viability measured at 2 days post co-culture using the CyQUANT™ LDH Cytotoxicity Assay Kit. *n* = 5/group. **h** rLIF protected ISCs from TBI-induced damage. Representative images (left) and quantification (right) of IHC staining of Olfm4 in the SI of mice with or without rLIF administration at 3 days post-TBI. *n* = 20 fields from at least 3 mice/group. **i** Kaplan–Meier post-TBI survival curves of mice treated with or without rLIF. For (**b**–**h**) data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, Kaplan-Meier survival analysis followed by Bonferroni correction for (**i**) and two-tailed Student’s *t*-test followed by Bonferroni correction for other panels. Source data are provided as a Source Data file.

Our recent study revealed a crucial role of LIF in regulating ISC functions^4,20^. We observed that compared with p53^+/+^ intestinal organoids, p53^−/−^ intestinal organoids showed significantly reduced levels of *LIF* expression (Fig. S13), which may account for the increased vulnerability of p53^−/−^ intestinal organoids towards T cell-induced damage (Fig. 3). Here, we examined the effect of rLIF administration on activated T cell-induced cell death in p53^+/+^ and p53^−/−^ organoids. While rLIF treatment in p53^+/+^ organoids co-cultured with activated T cells significantly reduced T-cell triggered cell death, rLIF treatment displayed a much more pronounced effect on p53^−/−^ organoids (Fig. 8g), strongly suggesting that the regulation of LIF expression by p53 mediates the sensitivity of intestinal organoids towards activated T cell-induced damage. Given the critical role of LIF in reducing inflammatory response and protecting ISCs, we examined the effect of rLIF administration on ISCs in p53^+/+^ and p53^−/−^ mice post damage. rLIF administration significantly ameliorated TBI-induced ISC damage in both p53^+/+^ and p53^−/−^ mice; rLIF significantly reduced the number of TUNEL^+^ apoptotic cells, and increased the number of viable Olfm4^+^ ISCs and lysozyme^+^ Paneth cells in the SI of both p53^+/+^ and p53^−/−^ mice at 3 days post-TBI. Notably, the protective effect of rLIF on ISCs was more pronounced in p53^−/−^ mice (Figs. 8h, S14 and S15). In turn, while rLIF prolonged the survival of both p53^+/+^ and p53^−/−^ mice, rLIF exhibited a much more pronounced effect on the survival of p53^−/−^ mice post-TBI than p53^+/+^ mice, suggesting that LIF mediates the protecting effect of p53 on TBI-induced GI syndrome (Fig. 8i). Taken together, these results indicate that the p53-mediated induction of LIF is essential for p53 to repress IL12-p40 expression in DCs, suppress the inflammatory response, and ameliorate the ISC damage post-TBI, which in turn contribute to the protective role of p53 in TBI-induced GI syndrome.

### Transient rLIF administration has no obvious effect on intestinal tumor growth in Apc^Min/+^ mice

In addition to minimizing the damage in normal tissues, another essential aspect of a successful treatment against radiation-induced GI syndrome is the safety of treatments. LIF overexpression in solid tumors has been reported to be associated with poor clinical outcomes in patients, which is supported by the observations that constant (stable) LIF overexpression in cancer cells promotes tumor progression in animal models^37,38^. Here, we tested whether rLIF treatment for a short period of time will affect tumor development by employing the Apc^Min/+^ mice that contain a mutation in the tumor suppressor *Apc* gene and are prone to develop spontaneous intestinal tumors^39,40^. rLIF was administrated to Apc^Min/+^ mice for 7 days, a regimen that protects against radiation-induced GI damage (Fig. 8), at the age of 60 days, when intestinal tumors start to occur, or at the age of 90 days, when intestinal tumors are developing^40^ (Fig. 9a). rLIF treatment had no obvious effect on the number and size of intestinal tumors in these two groups of mice (Fig. 9a), suggesting that transient rLIF administration does not promote tumorigenesis. We further validated that this treatment of rLIF exhibited a protective effect on radiation-induced GI damage in Apc^Min/+^ mice; rLIF treatment significantly promoted the lifespan of Apc^Min/+^ mice subjected to 12 Gy TBI at the age of 120 days, when intestinal tumors are fully developed (Fig. 9b). These data highlight the potential application of rLIF in preventing radiation-induced GI syndrome in cancer patients (Fig. 9c).

**Fig. 9:**
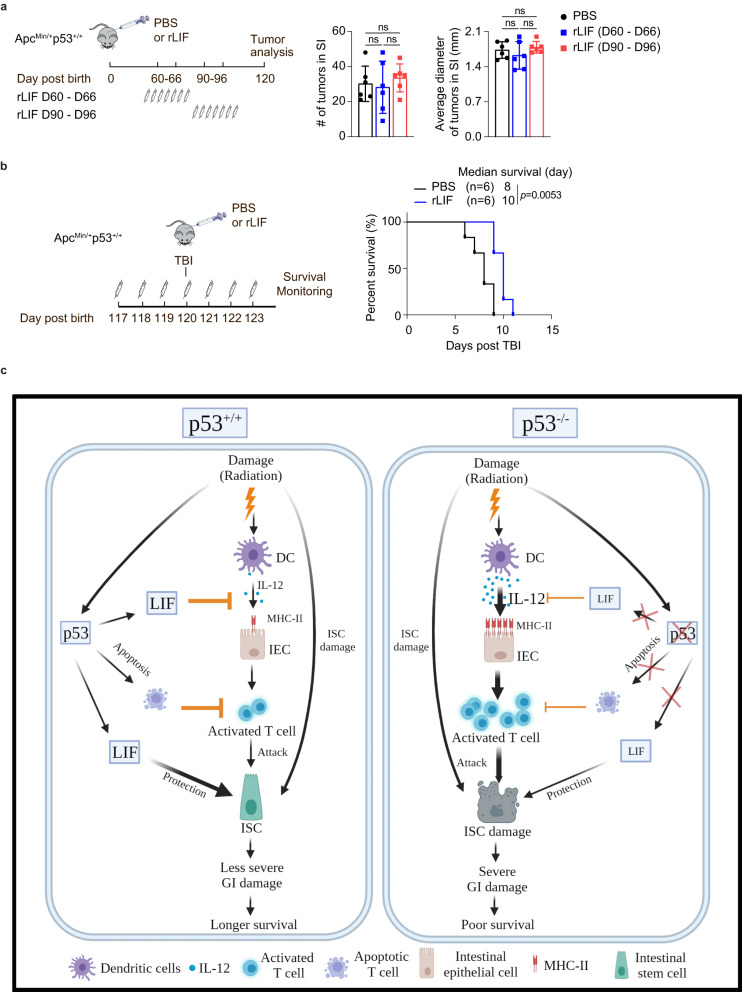
Transient rLIF administration has no obvious effect on intestinal tumor growth in mice. **a** Transient rLIF administration showed no obvious effect on intestinal tumor growth in Apc^Min/+^p53^+/+^ mice. Left: schematic diagram of experimental procedures. Right: quantification of tumor number and tumor diameter in the SI of Apc^Min/+^p53^+/+^ mice at the age of 120 days with or without rLIF administration. *n* = 6 mice/group. Data are presented as mean ± SD from at least 3 independent experiments. ns: not significant, two-tailed Student’s *t*-test followed by Bonferroni correction. **b** Transient rLIF administration prolonged the lifespan in Apc^Min/+^p53^+/+^ mice post-TBI. Left: schematic diagram of experimental procedures (rLIF administration: i.p., 30 ng/g body weight, twice a day for 7 days from 3 days before till 3 days post 12 Gy TBI). Right: Kaplan-Meier post-TBI survival curves of Apc^Min/+^p53^+/+^ mice treated with or without rLIF. **c** Schematic illustration of the role of p53 in protecting against radiation-induced GI syndrome. The diagram was created with BioRender.com. Source data are provided as a Source Data file.

## Discussion

As the “guardian of the genome”, p53 is most well-known for its ability to sustain genome integrity and suppress tumor growth^9,41^. In response to different extra- and intra-cellular stimuli, p53 stabilizes and induces different sets of target genes involved in many different biological functions in a highly cell-, stress-, and environment-dependent manner^9,41,42^. While many of these functions are related to its tumor suppressive activities, some of them also contribute to additional important p53 functions. Emerging evidence has suggested an essential role of p53 in regulating immunity and inflammatory responses^42–44^. For example, upon viral infection, p53 transcriptionally induces its target genes, including IRF9 and TLR3, to activate a type I IFN antiviral immune response^44^. Our recent study showed that p53 induces type 2 innate immunity through transcriptional induction of LRMP to protect against parasitic infections^42^. Further, p53 inhibits infection- and injury-triggered chronic inflammation, which in turn suppresses the chronic inflammation-induced tumorigenesis^43^. These studies have demonstrated a broader role of p53 in maintaining the homeostasis of the immune system.

The role of p53 in normal tissues in response to radiation is complex^2,11^. In the hematopoietic system, the presence of p53 triggers radiation-induced apoptosis to promote the hematopoietic injury; loss of p53 in mice blocks radiation-induced apoptosis and ameliorates hematopoietic toxicity induced by radiation^11^. On the contrary, in the GI tract, p53 exerts a protective role by reducing GI damage and limiting radiation-induced GI toxicity. IECs are highly sensitive to radiation-induced apoptosis which is p53-dependent and occurs shortly after irradiation. However, while IECs in p53^−/−^ mice are resistant to radiation-induced apoptosis shortly after irradiation, p53^−/−^ mice exhibit a more severe GI syndrome, indicating that additional functions of p53 other than apoptosis in IECs are involved in GI’s response towards radiation^2,11,12^. A previous study using an MDM2 mutant mouse model that has a disrupted p53-MDM2 feedback loop and enhanced p53 activity in response to DNA damage showed that p53 activation protects the mice from GI toxicity^2^. Consistently, enhancing p53 activity in wild type (WT) mice using small molecule RG7112 promotes intestinal epithelial recovery, and prolongs mouse lifespan post-irradiation^2^. Although these studies have suggested a protective role of p53 in radiation-induced GI toxicity, its precise underlying mechanism is far from clear.

This study demonstrates that p53 protects against radiation-induced ISC damage by limiting the antigen-presenting function of IECs to inhibit the inflammation triggered by TBI, which in turn mitigates GI syndrome and prolongs mouse lifespan. In the GI tract, while radiation activates p53 to induce apoptosis in IECs and ISCs that causes blunting of the villus immediately after irradiation, p53-mediated apoptosis also eliminates a large number of immune cells. Further, in response to radiation, p53 suppresses IL12 production from DCs in MLNs and the GI tract. Recent studies, including ours, have shown that the elevation of IL12 increases MHC-II expression on IECs, which serve as APCs to activate T cells to induce GI injury^7,20^. Compared with p53^+/+^ mice, p53^−/−^ mice have a much higher induction of IL12-p40 post-TBI, which in turn leads to much higher levels of MHC-II on IECs. Elevated MHC-II on IECs induces CD4^+^ T cell activation, which can further activate CD8^+^ T cells through direct interaction and cytokine secretion^45,46^. Both activated CD4^+^ and CD8^+^ T cells secrete TNFα to enhance intestinal inflammation and ISC damage, which lead to more severe radiation-induced GI toxicity in p53^−/−^ mice. Importantly, administering the aIL12-p40 antibody preferentially inhibits the inflammation and prolongs the survival of p53^−/−^ mice post-TBI. Mechanistically, p53 inhibits IL12-p40 production through transcription induction of LIF. These results demonstrate that the p53 regulation of LIF/IL12/MHC-II axis and the p53-mediated apoptosis that eliminates immune cells play an important role in producing an immunosuppressive environment in the gut post-TBI to protect against radiation-induced GI toxicity (Fig. 9c). It has been reported previously that in some types of tumor cells, such as myeloid leukemia (AML) and melanoma cancer cells, p53 activation increases the transcription of MHC-II to increase anti-cancer immune response^47,48^. Further, in the context of melanoma, p53 enhances the production of IL12 in APCs to promote anti-cancer cytotoxicity^49^. The dual effects of p53 on MHC-II expression in tumor cells and IECs, and IL12 production in APCs reflect that p53 exerts its function in a highly context-dependent manner which leads to increased anti-cancer immune response towards cancer cells and reduced inflammation in the GI tract to limit radiation-induced GI toxicity, respectively. It’s worth noting that p53^−/−^ intestinal organoids show significantly reduced *LIF* expression which is associated with increased vulnerability to T cell-induced damage, and rLIF treatment displays a much more pronounced effect on reducing T cell-triggered cell death in p53^−/−^ organoids than in p53^+/+^ organoids when co-cultured with activated T cells. These results suggest that in addition to down-regulating IL12 production in DCs and thus MHC-II expression on IECs, p53 directly protects ISCs from activated T cell-induced damage through its transcriptional regulation of LIF (Fig. 9c). Administering rLIF preferentially inhibits the inflammation, reduces the ISC damage, and prolongs the survival of p53^−/−^ mice post-TBI. Compared with the effect of an aIL12-p40 antibody, rLIF treatment shows a more pronounced rescuing effect on radiation-induced GI toxicity in p53^−/−^ mice.

The intestinal epithelium shows remarkable flexibility upon damage. A variety of additional cell types in addition to Lgr5^+^ ISCs can acquire stem cell characteristics after injury and are involved in damage-induced epithelial regeneration. For example, quiescent stem cells, which reside in the +4- + 6 cell position from the crypt base, are resistant to stress and can repopulate the crypt upon injury, functioning as reserve ISCs^50^. In addition, several lineage-committed progenitor cells, including ATOH1^+^ or DLL-1^+^ secretory progenitors or ALPI^+^ enterocyte progenitors, Paneth cells, Enteroendocrine cells and Tuft cells have all been shown to be able to acquire stemness property and contribute to injury-induced regeneration^51–56^. For many of the cell types discussed above, the reversion to an Lgr5^+^ ISC state is required for their contribution to the intestinal epithelial regeneration^57,58^. Future studies are needed to characterize the effect of p53 on the regenerative activity of these different cell types located within and outside of the crypt upon injury.

Taken together, our study reveals a crucial function of p53 in inhibiting the antigen-presenting function of IECs to ameliorate inflammation upon TBI, which in turn protects against radiation-induced ISC damage and GI syndrome. The p53-mediated apoptosis of immune cells, the regulation of the LIF/IL12/MHC-II axis to inhibit T cell activation, and the protecting effect of LIF on ISC are important underlying mechanisms by which p53 protects against radiation-induced GI syndrome, which has potential translational applications to protect against radiation-induced GI syndrome.

## Methods

### Mice

All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Rutgers University. WT p53 (p53^+/+^, Cata#: 000664), p53-deficient (p53^−/−^, Cata#: 002101), CD45.1 (Cata#: 002014) and Apc^Min/+^ (Cata#: 002020) mice were obtained from the Jackson Laboratory. IL12-p40-IRES-eYFP mice were a kind gift from Dr. Timothy E. O’Sullivan at UCLA. Mice were housed under a 12-h light/dark cycle with 6 am light on and 6 pm light off. The temperature was maintained between 70° and 74 °F and the humidity was between 30 and 70%. Age- and gender-matched mice at 8–12 weeks old were used for experiments in this study. Animals were randomly assigned to different treatment groups. Sample sizes were chosen based on the power calculation. For TBI treatment, mice were subjected to 12 Gy TBI using a Cs-137 γ-source irradiator at a dose rate of 90 cGy/min. rLIF (Cata#: ESG1107, Millipore), aIL12-p40 antibody (Cata#: 505309, Biolegend), aCD3 antibody (Cata#: BE0001-1, Bio X Cell), IgG (Cata#: BE0091, Bio X Cell), and RG7112 (Cata#: S7030, Selleck Chemicals) were used for mouse treatments. The investigators were blinded to the group allocation during experiments and when assessing outcomes.

### H&E staining assays

H&E staining of formalin-fixed, paraffin-embedded (FFPE) sections was performed as previously described^4^. Briefly, tissue sections were deparaffinized in xylene and rehydrated in ethanol and water, followed by staining with hematoxylin and eosin.

### IHC staining assays

IHC staining of FFPE sections was performed as previously described^4^. Briefly, tissue sections were deparaffinized in xylene and rehydrated in ethanol and water, followed by antigen retrieval by boiling slides in antigen unmasking solution (Cata#: h3300, Vector Laboratories) for 10 min. Immunostaining was performed using an anti-Olfm4 antibody (Cata#: 39141 S, Cell Signaling, 1:1000 dilution) overnight at 4 °C, followed by incubating with the biotinylated goat anti-rabbit IgG (H + L) antibody (Cata#: BA-1000-1.5, Vector Laboratories, 1:200 dilution).

### TUNEL staining assays

TUNEL staining was performed by using a TUNEL assay kit (Cata#: ab206386, Abcam) according to the manufacturer’s instructions.

### IF staining assays

IF staining of FFPE sections was performed as previously described^4^. Briefly, tissue sections were deparaffinized in xylene and rehydrated in ethanol and water, followed by antigen retrieval by boiling slides in antigen unmasking solution (Cata#: h3300, Vector Laboratories) for 10 min. After pre-incubation with 2% BSA and 2% goat serum, tissue sections were incubated with the anti-lysozyme (Cata#: ab108508, Abcam, 1:5000 dilution), anti-Olfm4 (Cata#: 39141 S, Cell Signaling, 1:1000 dilution), anti-CD45 (Cata#: 550539, BD, 1:200 dilution) or anti-CD3 (Cata#: 99940, Cell Signaling, 1:200 dilution) antibodies overnight at 4 °C, followed by incubating with the goat anti-rabbit IgG (H + L) Cy5® (Cata#: ab6564, Abcam, 1:200 dilution), goat anti-rabbit IgG (H + L) Alexa Fluor™ 555 (Cata#: A-21428, Invitrogen, 1:200 dilution) or goat anti-rat IgG (H + L) Alexa Fluor™ 555 (Cata#: ab150158, Abcam, 1:200 dilution) antibodies. Nuclei were stained with 4′, 6-diamidino-2-phenylindole (DAPI; Vector Labs). IF staining of frozen sections for MHC-II was performed as previously described^20^. Anti-MHC-II- Alexa Fluor® 594 (Cata#: 107650, Biolegend, 1:200 dilution) was used. Images were acquired using a Nikon A1R-Si Confocal Microscope System.

### Flow cytometric assays

The spleen, MLN, LP and IECs from the SI were collected and single-cell suspensions were prepared for flow cytometric analysis as previously described^20^. Gating strategies are shown in Fig. S5. The antibodies used for flow cytometric assays are listed in Supplementary Table S1. Samples were collected using an Attune NxT Flow Cytometer (ThermoFisher) and analyzed by FlowJo 10 software (Tree Star).

### RNA extraction and qPCR assays

The total RNA extraction and reverse transcription to cDNA were performed as previously described^4^. The Taqman primers for mouse *LIF* (Cata#: Mm00434761_m1), mouse *IL12b* (Cata#: Mm01288989_m1), and mouse *actin* (Cata#: 4352933E) were purchased from Applied biosystems. The Taqman assays were performed using Taqman^TM^ Gene Expression Master Mix (Cata#: 4369016, Applied biosystems). The expression levels of *TNFα*, *BAX*, *PUMA* and *p21* were determined by the SYBR Green assays. Sequences of the SYBR Green primers are listed in Supplementary Table S2. The SYBR Green assays were performed using PowerUp^TM^ SYBR Green Master Mix (Cata#: A25778, Applied biosystems). The mRNA levels of the analyzed genes were normalized with the *actin* gene.

### RNA-seq analysis

The total RNA of the SI was extracted using RNeasy Mini kits (Cata#: 74106, Qiagen). RNA-seq sequencing and analysis were performed by Novogene Co., Ltd.

### ELISA assays

The protein levels of LIF and IL12-p40 were determined using a LIF Duoset kit (Cata#: DY449, R&D) and an IL12-p40 Duoset kit (Cata#: DY2398-05, R&D), respectively.

### Cytokine panel assays

The cytokine levels in the mouse serum were measured using the Proteome Profiler Mouse XL Cytokine Array (Cata#: ARY028, R&D) following the manufacturer’s instructions.

### BMDC culture

BMDC culture was performed as previously described^20^. BMDCs were cultured for 6 days before stimulation and harvesting. Mouse rLIF (Cata#: ESG1107, Millipore, 100 ng/mL), IFNγ (Cata#: I4777, Sigma, 10 ng/mL) and LPS (Cata#: L4391, Sigma, 100 ng/mL) were used to treat BMDCs.

### Adoptive transfer

Transplant recipients were lethally irradiated with 11 Gy TBI (split doses of 2 × 5.5 Gy with a 4-h interval), followed by intravenous (*i.v*.) transplantation of 5 × 10^6^ BM cells at 1 day post-TBI. BM cells were prepared by flushing cells out from intact femurs and tibiae, followed by the removal of red blood cells using the RBC buffer (Cata#: 420302, Biolegend).

### Intestinal organoid culture

Intestinal crypt isolation and organoid culture were performed as previously described^4^. The intestinal organoid and T-cell co-culture was performed as previously described^26^. Briefly, p53^+/+^ and p53^−/−^ intestinal organoids were cultured for 3 days. On day 3, mouse splenocytes were isolated from p53^+/+^ mice, and T cells were enriched using a Pan T cell isolation kit (Cata#: 130-095-130, Miltenyi Biotec), followed by stimulation with PMA (Cata#: P1585, Sigma, 50 ng/mL) and ionomycin (Cata#: I9657, Sigma, 1 μg/mL) for 2 h at 37 °C. Organoids and stimulated T cells were mixed in a 1.5 mL tube with 1 mL of DMEM. After incubation at 37 °C for 5 min, the mixture was centrifuged for 2 min at 200 × g. The pellet was suspended in 30 µL of Matrigel, and seeded into 24-well plates. The organoid viability was measured at 2 days post co-culture using the CyQUANT™ LDH Cytotoxicity Assay Kit (Cata#: C20301, Thermo Scientific) following the manufacturer’s instructions.

### Statistical analysis

All data were obtained from at least three repetitions and were presented as mean ± SD. The survival of mice was summarized by Kaplan-Meier plots and compared by the log-rank (Mantel–Cox) test using the GraphPad Prism software. All other *p*-values were obtained by two-tailed Student’s *t*-tests. The *p*-values were adjusted for multiple tests using the Bonferroni correction^59^. Values of *p* < 0.05 were considered significant. All data points and “*n*” values reflect biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE226421. Source data are provided with this paper.

# Supplementary material for: p53 suppresses MHC class II presentation by intestinal epithelium to protect against radiation-induced gastrointestinal syndrome
**Source:** Nat Commun. 2024 Jan 2;15:137. doi: 10.1038/s41467-023-44390-w
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Nov 20, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection: Nikon A1R-Si Confocal Microscope, Attune NxT Flow Cytometer

Data analysis: FlowJo\_v10.8.0, GraphPad Prism 9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number code GSE226421. (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226421>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on the power calculation.                                               |
| Data exclusions | No data exclusions.                                                                                    |
| Replication     | Experimental finding were replicated with at least 3 independent biological repeats.                   |
| Randomization   | Animals and organoids were randomly assigned to different treatment groups.                            |
| Blinding        | The investigators were blinded to the group allocation during experiments and when assessing outcomes. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Goat Anti-Rabbit IgG (H+L), Biotinylated (Cata#: BA-1000-1.5, Vector Laboratories)<br>Goat Anti-Rabbit IgG (H+L), Cy5 ® (Cata#: ab6564, Abcam)<br>Goat Anti-Rabbit IgG (H+L), Alexa Fluor™ 555 (Cata#: A-21428, Invitrogen)<br>Goat Anti-Rat IgG (H+L), Alexa Fluor™ 555 (Cata#: ab150158, Abcam)<br>aIL12-p40 antibody (Cata#: 505309, Biolegend)<br>aCD3 antibody (Cata#: BE0001-1, Bio X Cell) |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

anti-Olfm4 antibody (Cata#: 39141S, Cell Signaling)  
 anti-lysozyme antibody(Cata#: ab108508, Abcam)  
 anti-CD45 antibody(Cata#: 550539, BD)  
 anti-CD3 antibody(Cata#: 99940, Cell Signaling)  
 anti-MHC-II- Alexa Fluor® 594 (Cata#: 107650, Biolegend)  
 eFluor450 anti-mouse CD4 eBioscience 48-0042-82  
 Brilliant Violet 510™ anti-mouse CX3CR1 Biolegend 149025  
 Super Bright 702 anti-mouse CD45 Thermo Fisher 67-0451-82  
 FITC anti-mouse Ep-CAM Biolegend 118208  
 FITC anti-mouse CD45.1 Biolegend 110706  
 Per/Cy5.5 anti-mouse CD45.2 Biolegend 109828  
 PE anti-mouse CD11c Biolegend 117308  
 PE anti-mouse CD8 Biolegend 100708  
 PE/Cy7 anti-mouse MHC-II Biolegend 107630  
 APC anti-mouse CD3 Biolegend 100236  
 PE/Cy7 anti-mouse CD25 BD 552880  
 Alex Fluor 700 anti-mouse CD69 Biolegend 104539  
 Alex Fluor 700 anti-mouse CD11b Biolegend 101222  
 Alex Fluor 700 anti-mouse TNFα Biolegend 506338

## Validation

Validation of all commercial antibodies are available at the manufacturer's website. The reference for each antibody is listed below:  
 Goat Anti-Rabbit IgG (H+L), Biotinylated (Cata#: BA-1000-1.5, Vector Laboratories)  
<https://vectorlabs.com/products/biotinylated-goat-anti-rabbit-igg/>  
 Goat Anti-Rabbit IgG (H+L), Cy5 ® (Cata#: ab6564, Abcam)  
<https://www.abcam.com/products/secondary-antibodies/goat-rabbit-igg-hl-cy5--preadsorbed-ab6564.html>  
 Goat Anti-Rabbit IgG (H+L), Alexa Fluor™ 555 (Cata#: A-21428, Invitrogen)  
<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21428>  
 Goat Anti-Rat IgG (H+L), Alexa Fluor™ 555 (Cata#: ab150158, Abcam)  
<https://www.abcam.com/products/secondary-antibodies/goat-rat-igg-hl-alexa-fluor-555-ab150158.html>  
 aIL12-p40 antibody (Cata#: 505309, Biolegend)  
<https://www.biolegend.com/fr-lu/products/ultra-leaf-low-endotoxin-azide-free-purified-anti-mouse-il-12-il-23-p40-monomer-dimer-heterodimer-antibody-7751>  
 aCD3 antibody (Cata#: BE0001-1, Bio X Cell)  
<https://biocell.com/invivomab-anti-mouse-cd3e-be0001-1>  
 anti-Olfm4 antibody (Cata#: 39141S, Cell Signaling)  
[https://www.cellsignal.com/products/primary-antibodies/olfm4-d6y5a-xp-rabbit-mab-mouse-specific/39141?\\_requestid=3137419](https://www.cellsignal.com/products/primary-antibodies/olfm4-d6y5a-xp-rabbit-mab-mouse-specific/39141?_requestid=3137419)  
 anti-lysozyme antibody(Cata#: ab108508, Abcam)  
<https://www.abcam.com/products/primary-antibodies/lysozyme-antibody-epr29942-ab108508.html>  
 anti-CD45 antibody(Cata#: 550539, BD)  
<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunohistochemistry-reagents/purified-rat-anti-mouse-cd45.550539>  
 anti-CD3 antibody(Cata#: 99940, Cell Signaling)  
<https://www.cellsignal.com/products/primary-antibodies/cd3e-d4v8l-rabbit-mab/99940>  
 anti-MHC-II- Alexa Fluor® 594 (Cata#: 107650, Biolegend)  
<https://www.biolegend.com/de-de/products/alexa-fluor-594-anti-mouse-i-a-i-e-antibody-12448?GroupID=BLG4736>  
 eFluor450 anti-mouse CD4 eBioscience 48-0042-82  
<https://www.thermofisher.com/antibody/product/CD4-Antibody-clone-RM4-5-Monoclonal/48-0042-82>  
 Brilliant Violet 510™ anti-mouse CX3CR1 Biolegend 149025  
<https://www.biolegend.com/de-at/products/brilliant-violet-510-anti-mouse-cx3cr1-antibody-11853>  
 Super Bright 702 anti-mouse CD45 Thermo Fisher 67-0451-82  
<https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/67-0451-82>  
 FITC anti-mouse Ep-CAM Biolegend 118208  
<https://www.biolegend.com/fr-ch/products/fitc-anti-mouse-cd326-ep-cam-antibody-4971?GroupID=BLG5748>  
 FITC anti-mouse CD45.1 Biolegend 110706  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd45-1-antibody-198?GroupID=BLG1933>  
 Per/Cy5.5 anti-mouse CD45.2 Biolegend 109828  
<https://www.biolegend.com/ja-jp/products/percp-cyanine5-5-anti-mouse-cd452-antibody-4271>  
 PE anti-mouse CD11c Biolegend 117308  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd11c-antibody-1816?GroupID=BLG11937>  
 PE anti-mouse CD8 Biolegend 100708  
<https://www.biolegend.com/fr-ch/products/pe-anti-mouse-cd8a-antibody-155?GroupID=BLG2559>  
 PE/Cy7 anti-mouse MHC-II Biolegend 107630  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-i-a-i-e-antibody-6136?GroupID=BLG11931>  
 APC anti-mouse CD3 Biolegend 100236  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd3-antibody-8055?GroupID=BLG242>  
 PE/Cy7 anti-mouse CD25 BD 552880  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-cd25.561780>

Alex Fluor 700 anti-mouse CD69 Biolegend 104539

<https://www.biolegend.com/en-us/punchout/search-results/alexa-fluor-700-anti-mouse-cd69-antibody-12352>

Alex Fluor 700 anti-mouse CD11b Biolegend 101222

<https://www.biolegend.com/fr-ch/products/alexa-fluor-700-anti-mouse-human-cd11b-antibody-3388?GroupID=BLG10599>

Alex Fluor 700 anti-mouse TNF $\alpha$  Biolegend 506338

<https://www.biolegend.com/fr-fr/products/alexa-fluor-700-anti-mouse-tnf-alpha-antibody-9146?GroupID=GROUP24>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

WT p53 (p53+/+, Cata#: 000664), p53-deficient (p53-/-, Cata#: 002101), CD45.1 (Cata#: 002014) and ApcMin/+ (Cata#: 002020) mice were obtained from the Jackson Laboratory. IL12-p40-IRES-eYFP mice were a kind gift from Dr. Timothy E. O'Sullivan at UCLA. Mice were housed under a 12-h light/dark cycle with 6 am on–6 pm off. The temperature is maintained between 70° and 74°F and the humidity is between 30 and 70%. Age- and gender-matched mice at 8-12-week-old were used for experiments in this study.

### Wild animals

No wild animal was involved in this study.

### Reporting on sex

Not indicated.

### Field-collected samples

Field-collected samples were not involved in this study.

### Ethics oversight

All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Rutgers University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

The spleen and MLN were mashed through a 70  $\mu$ m cell strainer. Red blood cells were removed by lysing in RBC buffer (Cata#: 420302, BioLegend). The LP and EPI single-cell suspensions were prepared by using a Lamina Propria Dissociation Kit (Cata#: 130-097-410, Miltenyi Biotec) and a gentleMACSTM Dissociator (Cata#: 130-093-235, Miltenyi Biotec).

#### Instrument

Attune NxT Flow Cytometer

#### Software

FlowJo\_v10.8.0

#### Cell population abundance

Cell population abundance were visualized by the use of pseudocolor dot plots including outliers.

#### Gating strategy

In all experiments, populations were gated on FSC/SSC. Dead cells were excluded by using LIVE/DEAD™ Fixable Yellow Dead Cell Stain Kit. Cells populations were identified as described in Figures or Figure legends. Positive and negative cells were identified based on clear boundaries between the two populations.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

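The SI of 2 p53+/+ and 2 p53-/- mice at 1 day post 12 Gy TBI was sequenced. The authors deposited raw counts of reads per gene, with no normalization, for 56748 genes in 4 libraries. The paper's text does not name the aligner, the counting tool, the genome build or the strand of the counting, so reads of paralogs and of overlapping genes could have been split. Totals were 17430246, 15005479, 22173164 and 19811346 counts for libraries 7 and 8 (p53+/+) and 9 and 10 (p53-/-). A gene at or under 3 counts in both libraries of a genotype was given its counts, or a bound computed with 3 counts in each of them, in place of a fold change. Bounds cover counting error only. The names of the columns give the genotype but not the replicate of the labels.

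From these counts, library sizes were scaled by TMM and genes with low counts removed by filterByExpr, in edgeR 4.0.16 and R 4.3.3. The 16094 remaining genes were tested for a difference between genotypes, two-sided, with the quasi-likelihood test and Benjamini-Hochberg adjustment (threshold 0.05). Standard errors were computed back from this test, as the log2 fold change without its sign divided by the square root of the F statistic. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, with fry and an estimated correlation as checks. Of 30 lists, 15 were higher and 9 lower under the preset correlation. Of these calls, 5 held under fry (Fig. 7a panel, other p53 targets, p53-dependent apoptosis, inflammatory cytokine and adipose) and 0 with the estimated correlation, where 3 lists had an unadjusted p under 0.05. The lists were written by hand from general knowledge of markers. Reactome pathways of 10 to 500 members, from fgsea 1.28.0, were tested with one-sided Fisher's exact tests against 5091 tested genes that belong to a pathway. Entrez identifiers came from the GENCODE M21 annotation, which holds 91.9% of the deposited gene identifiers. That annotation was also used for biotype, gene length and the neighbours of Trp53, and no coordinates are given because the authors' build is not named.

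The tests were first tested on simulated data made from the real means, the library sizes and the trend of dispersion with the mean. Every simulated gene had the dispersion of that trend, while real genes also spread around it. The recovered and false calls given next therefore cannot show how either test does on genes with such spread. With 200 of 16094 genes changed by a log2 fold change of 3, edgeR recovered 195 with 8 false calls, and DESeq2 1.42.0 recovered 196 with 49 false calls. Smaller changes were not simulated.

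Genes named in the text are those the paper names for this experiment, those it measured by other assays, members of reported lists, and the 5 protein-coding genes with the largest rise and the 5 with the largest fall among those past the threshold with an average log2 CPM of at least 1 and genotypes that do not overlap. The main settings, the alternatives and the lists were fixed before the data were examined, except a colon list written afterwards. The alternatives were library size only, RLE and upper-quartile factors, DESeq2, edgeR's likelihood ratio test, no filter, at least 10 counts in every sample, immunoglobulin and T cell receptor segments left out, the 50 most abundant genes left out, stricter thresholds, other list tests, other choices for the pathways, and each library left out in turn.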

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

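The tests of B cell against T cell genes between libraries, of RNA of another mouse, of Xist, of the level of Y-linked genes, and of colon genes were chosen after the results were seen.

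Xist, transcribed from the inactive X chromosome of female cells, had 588 counts in p53-/- library 10 and 2, 0 and 4 counts in libraries 7, 8 and 9, a gene the paper does not discuss. It was 29.2 CPM in library 10. Y-linked genes were present in all 4 libraries, between 19.1 and 37.8 CPM for 4 genes. RNA of irradiated p53+/+ SI in library 10 is argued against by Phlda3, which was at 1.72% of the p53+/+ mean there and at 2.15% in library 9. A share of RNA from a female mouse may be present. Y-linked genes in library 10 were at 96.9% of library 9 (median of 4 genes), and a small share cannot be told apart from none, because it would lower them by less than the genes differ from each other. A sex chromosome difference in the animal itself was not tested.

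B cell genes had a median log2 fold change of 6.34 (5.93 with genes at the floor set to their bound), plasma cell genes 3.42 and follicle and M cell genes 2.02, lists the paper does not discuss. The B cell and follicle rise lay mostly in library 10. Cr2 had 894 counts there and 1, 0 and 10 in the others, and Gp2 had 217 against 7, 5 and 5. Without library 10 the medians were 3.23, 3.16 and 0.41. Several explanations of the lymphocyte genes are argued against. Blood would bring hemoglobin, and the highest red blood cell gene was at 2.89 CPM. A lower share of epithelium would raise every other compartment alike, and the macrophage median stayed at or under 1.97 with 1 library left out while that of T cells stayed at or over 3.16. With every library thinned to the smallest total, the T cell median was 3.77, which argues against depth. Y-linked genes were at 19.1 CPM or more in every library, with log2 fold changes between genotypes from -0.29 (Uty) to 0.43 (Kdm5d), so RNA of male cells was present in both genotypes, which argues against one genotype being female and the other male. RNA of another mouse in library 10 stays open for the B cell and follicle genes. B cell genes were 4.60 higher in library 10 than in library 9 on the log2 scale, and library 10 is also the one with Xist. RNA of another mouse and a follicle of the same mouse therefore cannot be told apart. Library 10 also differed in Rn18s-rs5, a ribosomal RNA gene, at 4.59% of its counts. The share was 0.296%, 0.473% and 0.863% in libraries 7, 8 and 9, and a difference in preparation was not tested. Peyer's patch tissue in the p53-/- pieces stays open. Follicle and M cell genes rose with B cell genes (median 2.02) and were 1.45 higher in library 10 than in library 9 on the log2 scale, consistent with a follicle in that piece. T cell genes were 1.09 and MHC-II genes 0.46 higher in library 10 than in library 9, against the larger difference of B cell genes given above. For T cell and MHC-II genes, patch tissue and a response to the genotype cannot be told apart, because the comparison without follicle genes rests on library 9 alone. The genotype stays an open biological explanation.

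Interferon response genes had a median log2 fold change of 2.04 and proliferation genes 1.06 in the p53-/- SI. The paper speaks of IFNγ as a stimulus of cultured cells and reports no value of these lists in the SI. They were higher in both p53-/- libraries, with medians of 1.87 and 1.09 without library 10, and neither passed the threshold under fry (adjusted p 0.0824 and 0.169). The Y-linked genes (at least 19.1 CPM in every library) argue against one genotype being female and the other male for these lists too. The test on depth was run on the T cell genes. The genotype stays open, and no other explanation was tested for these lists.

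Plet1, Ceacam10, Cd177 and B3galt5, with log2 fold changes of 9.17, 6.45, 5.52 and 5.35, and Gsdmc3, with 3 counts in each p53+/+ library and 111 and 106 in the p53-/- libraries (a fitted log2 fold change of 4.69, which depends on the prior count), were above the p53+/+ libraries in both p53-/- libraries and are not discussed by the paper. Of 8 colon genes with enough counts to be tested, 6 were higher, with a median log2 fold change of 1.27 over the 8, and none passed the threshold one by one (4 had an unadjusted p under 0.05, 1 of them lower). The lower one, Insl5, named after its values were seen, had 35 and 13 counts in the p53+/+ libraries and 3 and 2 in the p53-/- libraries. The other 7 of the 15 colon genes in the table had too few counts to be tested, with at most 13 counts in a p53-/- library. These low counts and the fall of Insl5 go against colon tissue and the 6 higher genes go with it. Over all 15, 6 were over 3 counts in both p53+/+ libraries, so the SI also expresses them. Colon tissue in the p53-/- pieces and a response of the SI cannot be told apart, because the levels of these genes in colon, which would give the counts a share of colon must bring, were not analysed here. A strain difference between the animals and the genotype itself stay open and were not tested for these genes.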

How the results depend on the processing

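The counts of genes past the threshold depended on the test and on the filter, and moved most with no filter. Against 48 higher and 31 lower genes, DESeq2 gave 813 and 563, edgeR's likelihood ratio test 833 and 462, and the quasi-likelihood test with no filter on low counts 1433 and 761. All 48 higher and 31 lower genes of the quasi-likelihood test were among those called in each of these 3. The prior degrees of freedom, which set how far the spread of each gene is drawn to a common one, were 3.45 with the filter and infinite without it, so that without the filter every gene had a spread set by the trend alone. The counts fell to 26 and 20 with library sizes only, 29 and 20 with upper-quartile factors, 24 and 18 with at least 10 counts in every sample, which tests fewer genes, and 4 and 2 at an adjusted p under 0.01. For the scalings, the cause was not tested. No scaling moved the median of all genes by over 0.1 on the log2 scale.

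Of the 5 genes of Fig. 7a, 1 passed the threshold, against 5 with DESeq2, 4 with the likelihood ratio test, 4 with no filter and 2 with immunoglobulin and T cell receptor segments left out; the cause was not tested. Their direction held under every alternative. With the genes DESeq2 called, 48 Reactome pathways passed the threshold among higher genes and 11 among lower genes, against 0 and 0 (unadjusted p under 0.05 for 74 and 10), where more genes were entered.

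The number of gene lists past the threshold fell from 24 to 5 under fry and 0 with an estimated correlation (unadjusted p under 0.05 for 3), tests that allow for the correlation between genes seen in the 4 libraries. The median log2 fold changes of the lists that lost the call under the estimated correlation were -1.43 (Fig. 7a panel), -1.19 (other p53 targets), 3.81 (T cell), 3.15 (T cell activation), 6.34 (B cell), 3.42 (plasma cell), 0.96 (macrophage), 1.57 (dendritic cell), 3.41 (neutrophil and mast cell), 3.59 (MHC class II), 0.88 (MHC class I), 2.04 (interferon response), 2.78 (inflammatory cytokine), 2.02 (follicle and M cell), 0.21 (intestinal stem cell), 0.60 (Paneth cell), -0.61 (enterocyte), 1.06 (proliferation), -0.49 (fatty acid and lipid metabolism), -0.37 (xenobiotic metabolism), -0.37 (phospholipid scrambling), -0.66 (p53-dependent apoptosis), -5.69 (adipose) and -0.56 (distal small intestine). All of these except Fig. 7a panel, other p53 targets, inflammatory cytokine, p53-dependent apoptosis and adipose lost it under fry too. The Paneth cell list, at 0.63, lost the call with the 50 most abundant genes left out, while the pancreas list gained it there at 0.91. The smooth muscle list gained it at -1.35 with library sizes only, -1.34 with no filter and -1.34 with the 50 most abundant genes left out. Medians near 0 changed sign, for goblet cells from -0.08 to 0.16 with the 50 most abundant genes left out, and for enteroendocrine and tuft cells from -0.03 to 0.052 with library sizes only, 0.031 with upper-quartile factors, 0.040 with no filter and 0.019 with the 50 most abundant genes left out. Under DESeq2 the medians of the follicle and M cell, pancreas and adipose lists were 2.88, 0.11 and -4.33, against 2.02, 0.82 and -5.69. They were 2.92, 0.16 and -4.05 with no filter, and 1.36, 0.39 and -1.54 with at least 10 counts in every sample. For each of these changes the cause was not tested.

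The 4 fits that each left out 1 library have 1 sample in a genotype and were not tested. Across them the list medians ranged from 3.16 to 4.18 (T cell), 2.82 to 4.23 (T cell activation), 3.23 to 7.86 (B cell), 2.87 to 4.79 (plasma cell), 0.51 to 1.97 (macrophage), 1.09 to 2.88 (dendritic cell), 1.79 to 6.77 (neutrophil and mast cell), 2.95 to 4.25 (MHC class II), 1.61 to 2.80 (interferon response), 2.12 to 4.44 (inflammatory cytokine), 0.41 to 3.75 (follicle and M cell), -0.29 to 0.079 (goblet cell), -0.29 to 0.24 (enteroendocrine and tuft cell), -0.74 to -0.40 (enterocyte), 0.80 to 1.41 (proliferation), -0.63 to -0.29 (xenobiotic metabolism), -0.84 to -0.46 (p53-dependent apoptosis), -2.19 to 0.77 (smooth muscle), -6.82 to -4.22 (adipose), 0.52 to 1.45 (proximal small intestine) and -0.73 to -0.22 (distal small intestine). The smooth muscle median was 0.77 without p53+/+ library 8, and the follicle and M cell median 0.41 without p53-/- library 10. Among the genes named singly, 165 other results held, 14 gained the call, 7 lost it and 15 values moved by more than the spread between libraries. Gsdmc3 and Zfp750 lost it with library sizes only, upper-quartile factors and the 50 most abundant genes left out. Cfd lost it with library sizes only. The adjusted p-values of these losses lay between 0.0537 and 0.0668 from edgeR's quasi-likelihood test.

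No paired analysis was possible because the columns of the deposited table carry no replicate number of the labels. The alternative with the replicate number as a block was therefore not run.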

Differences from the paper's values

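The adjusted p-values of the 5 genes differed from those of Fig. 7a, while the log2 fold changes lay within their standard errors of the figure's. The adjusted p-values are given here as -log10, on which scale a larger value is a smaller p. For Bax, the paper's value is about 14 in Fig. 7a, read by eye, and edgeR's quasi-likelihood test gave 1.53, against 14 with DESeq2. For Bbc3 (PUMA), the paper's value is about 7.2 in Fig. 7a, read by eye, and edgeR's quasi-likelihood test gave 1.30, against 7.2 with DESeq2. For Cdkn1a (p21), the paper's value is about 10 in Fig. 7a, read by eye, and edgeR's quasi-likelihood test gave 1.23, against 10 with DESeq2. For Mdm2, the paper's value is about 6.2 in Fig. 7a, read by eye, and edgeR's quasi-likelihood test gave 1.24, against 6.2 with DESeq2. For Lif, the paper's value is about 1.4 in Fig. 7a, read by eye, and edgeR's quasi-likelihood test gave 0.793, against 1.4 with DESeq2. DESeq2 was the only one of the alternatives set before the data were examined under which the 5 values fell within the paper's. The likelihood ratio test and the fit with no filter called 4 of the 5 genes, all but Lif, and leaving out immunoglobulin and T cell receptor segments called Bax and Bbc3.

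The paper states that Lif was significantly lower in the p53-/- SI. The direction was the same here, and the adjusted p was 0.161 from edgeR's quasi-likelihood test and 0.0379 with DESeq2. On a later day the paper also measured LIF by qPCR in the SI, colon, spleen and MLN, and by ELISA in the SI. It reports induction by TBI that depended on p53 in those assays. In Fig. 1b the paper lists mostly immune terms for the higher genes. For the lower genes it lists metabolic terms beside terms of lipid transport, phospholipid scrambling, p53 signaling and apoptosis. Here 0 and 0 Reactome pathways passed the threshold (74 and 10 at an unadjusted p under 0.05), and with the genes called by DESeq2 48 and 11 did, led by the adaptive immune system and the metabolism of lipids and lipoproteins.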

Other observations

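The test of adipose genes and the comparison of other splits were chosen after the results were seen.

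Lipid and xenobiotic metabolism genes were lower in the p53-/- SI by medians of -0.49 and -0.37. The structural epithelial genes Vil1, Cdh1 and Epcam had a median log2 fold change of -0.46, a fall of a like size, consistent with a lower share of enterocytes in the p53-/- pieces. It was -0.22 without p53-/- library 10 and -0.70 without library 9, and the xenobiotic median was -0.63 without library 9. The distal list had a median of -0.56 and the proximal list 0.74, which move apart as a different segment of the SI would, although the proximal list did not pass the threshold (adjusted p 0.350 from camera). The distal median was -0.22 without p53+/+ library 7 and the proximal median 1.45 without p53-/- library 9. The proximal median also depended on the processing. It was 0.22 with at least 10 counts in every sample, 1.12 with DESeq2 and 1.13 with no filter. Both explanations and a response to the genotype stay open.

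Adipose genes had a median log2 fold change of -5.69 (-3.68 with genes at the floor set to their bound). Adipoq was at 2.48 and 3.31 CPM in p53+/+ libraries and 0 and 0.149 in p53-/- libraries. All 6 of 6 adipose genes that did not pass the threshold one by one were lower too, with a median of -3.76. Mesenteric fat on the p53+/+ pieces may account for them, and with them for Cfd and Car3 among the largest falls. Smooth muscle genes had a median of -1.36, which was 0.77 without p53+/+ library 8.

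Genes past the threshold were not concentrated near Trp53. Of 309 genes within 10 Mb, 1 passed (0.324%), against 0.493% elsewhere (one-sided Fisher's exact test, p = 0.784), which argues against sequence carried with the targeted locus as the cause of the differences as a set. After removing a trend with gene length, 114 genes passed, among them all 79 of the first test, which argues against length bias. Of the 3 splits of the 4 libraries into 2 and 2, only the split by genotype (1 of 3) gave as many genes, and the other two gave 0 each (143 and 223 at an unadjusted p under 0.05). With 3 splits no share under 0.05 can be reached.

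Genes the paper measured by other assays, some of them on other days or in other tissue, had the following values at 1 day post-TBI. Olfm4 was at 47.6 and 16.0 CPM in p53+/+ and 473 and 525 CPM in p53-/- libraries (log2 fold change 3.97, adjusted p = 0.0587 from edgeR's quasi-likelihood test). By staining at 1 day post-TBI, the paper reports far fewer Olfm4-positive ISCs in p53+/+ mice and a largely kept number in p53-/- mice. The RNA had the same direction. Lyz1 had a log2 fold change of 0.57 (adjusted p = 0.542 from the same test), which was 0.29 without p53+/+ library 8 and 0.91 without p53+/+ library 7. Tnf rose by 2.33, Ptprc by 2.99, Cd3e by 2.75, Cd4 by 2.35 and Cd8a by 2.99 on the log2 scale, with adjusted p-values between 0.0658 and 0.184. Without p53-/- library 10, Ptprc and Cd4 rose by 1.94 and 1.53. Flt3l and Egf changed by 1.21 and 0.23 (adjusted p = 0.356 and 0.926 from the same test). Egf changed direction with single libraries left out, at 1.90 without p53+/+ library 7, -0.51 without p53+/+ library 8 and -0.29 without p53-/- library 9, and Flt3l was at 0.74 without library 7 and 1.91 without library 8. Il12b, which encodes IL12-p40, had 0 and 1 counts in the p53+/+ libraries and 11 and 14 in the p53-/- libraries, too few to be tested. Of the MHC-II genes, H2-Aa, H2-Ab1, H2-Eb1 and Cd74 rose by 3.55, 2.98, 2.93 and 3.55 on the log2 scale. Their adjusted p-values were 0.0578, 0.0596, 0.0895 and 0.0569 from edgeR's quasi-likelihood test. DESeq2 made more false calls in the simulated data, which left out the spread of genes around the trend of dispersion. Its adjusted p-values were 3.55e-08 to 0.0283 for Tnf, Ptprc, Cd3e, Cd4 and Cd8a. DESeq2 gave 2.11e-18 to 1.83e-09 for Olfm4 and the MHC-II genes named here. For Lyz1, Flt3l and Egf it gave 0.263, 0.414 and 0.973, above the threshold. MHC class I genes had a median of 0.88, inflammatory cytokine genes 2.78 (1.94 with genes at the floor set to their bound), dendritic cell genes 1.57, macrophage genes 0.96, neutrophil and mast cell genes 3.41 (1.96 with genes at the floor set to their bound), goblet cell genes -0.08, enteroendocrine and tuft cell genes -0.03, pancreas genes 0.82 and red blood cell genes 2.08. Without p53+/+ library 8 the medians of the inflammatory cytokine, dendritic cell, macrophage, and neutrophil and mast cell genes were 4.44, 2.88, 1.97 and 6.77, and without p53-/- library 9 that of neutrophil and mast cell genes was 1.79. The red blood cell median was 1.32 without p53-/- library 10.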
